# MicroRNAs miR-16 and miR-519 control meningioma cell proliferation *via* overlapping transcriptomic programs shared with the RNA-binding protein HuR

**DOI:** 10.3389/fonc.2023.1158773

**Published:** 2023-08-02

**Authors:** Sébastien Hergalant, Jean-Matthieu Casse, Abderrahim Oussalah, Rémi Houlgatte, Déborah Helle, Fabien Rech, Laurent Vallar, Jean-Louis Guéant, Jean-Michel Vignaud, Shyue-Fang Battaglia-Hsu, Guillaume Gauchotte

**Keywords:** miR-16, miR-519, microRNA, HuR, proliferation, tumorigenesis, meningioma, transcriptomics

## Abstract

**Introduction:**

Meningiomas are the most common type of primary central nervous system tumors. In about 80% cases, these tumors are benign and grow very slowly, but the remainder 20% can unlock higher proliferation rates and become malignant. In this study we examined two miRs, miR-16 and miR-519, and evaluated their role in tumorigenesis and cell growth in human meningioma.

**Methods:**

A cohort of 60 intracranial grade 1 and grade 2 human meningioma plus 20 healthy meningeal tissues was used to quantify miR-16 and miR-519 expressions. Cell growth and dose-response assays were performed in two human meningioma cell lines, Ben-Men-1 (benign) and IOMM-Lee (aggressive). Transcriptomes of IOMM-lee cells were measured after both miR-mimics transfection, followed by integrative bioinformatics to expand on available data.

**Results:**

In tumoral tissues, we detected decreased levels of miR-16 and miR-519 when compared with arachnoid cells of healthy patients (miR-16: P=8.7e-04; miR-519: P=3.5e-07). When individually overexpressing these miRs in Ben-Men-1 and IOMM-Lee, we observed that each showed reduced growth (P<0.001). In IOMM-Lee cell transcriptomes, downregulated genes, among which ELAVL1/HuR (miR-16: P=6.1e-06; miR-519:P=9.38e-03), were linked to biological processes such as mitotic cell cycle regulation, pre-replicative complex, and brain development (FDR<1e-05). Additionally, we uncovered a specific transcriptomic signature of miR-16/miR-519-dysregulated genes which was highly enriched in HuR targets (>6-fold; 79.6% of target genes).

**Discussion:**

These results were confirmed on several public transcriptomic and microRNA datasets of human meningiomas, hinting that the putative tumor suppressor effect of these miRs is mediated, at least in part, via HuR direct or indirect inhibition.

## 1 Introduction

Meningiomas are the most common type of primary tumors of the central nervous system in adult. For brain meningioma alone, the annual incidence rate ranges from 1.3/100 000 to 7.8/100 000, a trend now under constant acceleration (1). WHO (World Health Organization) stratifies meningiomas into 3 grades of malignancy and 15 subtypes. These tumors originate from arachnoid cap cells forming one of the layers of the protective meninges, along with the dura and the pia mater, a membrane covering the brain and spinal cord. Regardless of grade, most patients undergo surgery if deemed adequate, but adjuvant therapy is not systematic because, to date, there is none validated for meningioma treatment (2). Plus, for grades 2 and 3, conformational radiotherapy is recommended after surgery (3). Thus, investigating the disease at a molecular level is an important issue as it may unlock new diagnostic and therapeutic options. However, it is only recently that meningioma genomic and epigenomic landscapes were described with enough accuracy to be helpful in precision medicine (2, 4, 5). By paving the way toward refined and clinically relevant classification systems (6–8), by fueling biomarker and drug target discoveries (9–12), these omic studies opened new areas of exploration to decipher the molecular characteristics of various meningioma subgroups (13–15).

MicroRNAs (miRs) are a class of 21–23 nucleotide-long non-coding RNA molecules involved in gene silencing and can modify gene expression at post-transcriptional level. They are of vital importance for the maintenance of balanced biological processes like cell proliferation and differentiation, metabolism, signaling, and death (16). Indeed, tissue-specific dysregulation of these miRs can trigger pathological consequences, and cancer. Interventions targeting abnormal miR expression account for effective treatment strategies for diverse diseases (17), offering alternatives with improved clinical outcomes (18). MiR-16, for example, constitutes a potentially useful biomarker for early detection in cancer diagnosis (19, 20) and an attractive therapeutic target (21, 22). Both miR-16 and miR-519 are dysregulated in several types of tumors (19, 20, 23–29), including glioma (30–32) and glioblastoma (33, 34). In human meningioma, however, neither the *in vivo* expression of these two miRs, nor their *in vitro* use as potential tumor suppressors have been evaluated, and to this day, few works have examined miR expression profiling in tumor tissue or serum of meningioma patients (35–40).

HuR (*ELAVL1*), a ubiquitously expressed RNA-binding protein involved in mRNA processing, stability, and transport, accounts for another promising drug target in anticancer treatment (41, 42). In meningioma, we previously described HuR overexpression as a marker of poor prognosis (43). Because miR-16 and miR-519 may negatively regulate HuR directly or indirectly (23, 25, 26, 44–46), we asked if restoration of these miRs in meningioma cells might reduce HuR and have anti-proliferative consequence. Therefore, the aims of this study were to determine whether miR-16 and miR-519 are differentially expressed in human meningioma relative to normal meningeal tissues, and to evaluate the effects of their overexpression on cell proliferation in human meningioma cell lines. Relative to healthy arachnoid tissues, we report miR-16 and miR-519 reduced levels in human meningiomas. Additionally, we explored the transcriptome-wide effects of miR-16 and miR-519 overexpression in high-grade meningioma IOMM-Lee cells and investigated the way these two miRs altered the expression of HuR and its target genes. Compared with our previous results on HuR transcriptomics and other human meningioma datasets of available miR profiling and transcriptome studies, these findings suggest that the putative tumor suppressor effect of miR-16 and miR-519 is mediated, at least in part, *via* HuR.

## 2 Materials and methods

### 2.1 Population and clinicopathological data

Sixty consecutive cases of intracranial grade 1 and grade 2 meningioma tissues were retrospectively retrieved from the Department of Pathology of the University Hospital of Nancy (institutional review board DC2008-459), and reviewed to confirm their initial diagnosis and grading according to the 2016 WHO classification criteria (47). Twenty samples of normal meningeal tissue were studied, including 10 samples of arachnoid membrane collected during autopsies and 10 surgical samples of non-neoplastic dura mater. Both meningioma and control tissues were fixed in formalin for 24 h.

### 2.2 Quantification of the relative expression levels of miR-16 and miR-519

In all tissue samples, the relative expression levels of miR-16 and miR-519 were determined *via* quantitative reverse transcription-polymerase chain reaction (qRT-PCR). Paraffin-embedded tumors and normal tissues were dissected from tissue blocks. Total RNA extraction was performed using TRIzol (Invitrogen, Life Technologies, Carlsbad, CA, USA). TaqMan MicroRNA Assays (Applied Biosystems, Foster City, CA, USA) were used for the quantification of miR-16 (hsa-miR-16, miRBase ID hsa-miR-16-5p, Applied Biosystems) and miR-519a (hsa-miR-519a, miRBase ID hsa-miR-519a-3p, Applied Biosystems), as previously described (24) and normalized against MiR-191 (hsa-miR-191-5p, Applied Biosystems), the reference microRNA in all experiments.

### 2.3 Cell lines

We used two cell lines, i) a human malignant meningioma cell line, IOMM-Lee cells (intraosseous malignant meningioma; a generous gift from Dr Gillespie and Dr Jensen, University of Utah, USA) (48), and ii) a benign grade 1 meningioma cell line, Ben-Men-1 cells, which were immortalized by retroviral transduction with human telomerase reverse transcriptase (Leibniz-Institut DSMZ-Deutsche Sammlung von Mikroorganismen und Zellkulturen GmbH, Germany) (49). The cell lines were cultured in Dulbecco’s modified Eagle’s medium (DMEM, Life Technologies, Carlsbad, California, USA) supplemented with 10% fetal bovine serum, 100 U/ml penicillin, and 100 mg/ml streptomycin at 37°C in 5% CO2.

### 2.4 MiR mimics transfection, cell growth, dose-response assays, and Ki-67 labeling index

The overexpression of miR-16 and miR-519 was achieved by transfection of mirVana miR Mimic hsa-miR-16-5p (Ambion, Life Technologies) and mirVana miR Mimic hsa-miR-519a-3p (Ambion, Life Technologies), respectively. MirVana miR Mimic Negative Control (Ambion, Life Technologies) was used as a control and referred throughout the work as miR-mimic negative control. Cell transfections, using Lipofectamine RNAiMAX Transfection Reagent, were performed following the manufacturer’s instructions. Transfection efficacy was verified 48h later using qRT-PCR technique.

For performing anchorage-dependent cell growth assay, 25,000 cells were incubated per well in 24-well plates. Cells were transfected with 17 nM of miR mimics. The number of cells per microliter was counted at 2, 4, and 6 days after transfection using LUNA Automated Cell Counter (Logos Biosystems, Annandale, USA). For performing dose-response assay, 10,000 cells were incubated per well in 48-well plates, 24 h before transfection. Cells were transfected with 0 nM, 0.17 nM, 1.7 nM, 3.4 nM, 17 nM and 170 nM of miRs. The number of cells per microliter was counted 96 h after transfection. Each measurement was performed three times after three independent transfections (n=9).

Additionally, cell proliferation was evaluated in IOMM-Lee cells based on the expression of Ki-67. The Ki-67 labeling index (LI) was evaluated 72 h after transfection, using anti-Ki-67 primary antibody (1/500; mouse monoclonal, MIB-1, Dako Cytomation), and fluorescent FITC anti-mouse Alexa Fluor (1/1000; Life Technologies) secondary antibody. A total of 500 cells in areas showing maximal nuclear intensity were used to compute the LI. Each measurement was performed three times after three independent transfections (n=9 in total).

### 2.5 Transcriptomics

Seventy-two hours after independent transfection with miR-16 (n=6, miR Mimic hsa-miR-16-5p), miR-519 (n=6, miR Mimic hsa-miR-519a-3p), and miR-mimic negative control (n=6, mirVana miR Mimic Negative Control), total RNA of the transfected IOMM-Lee cells was extracted using the TRIzol protocol (Invitrogen, Life Technologies, Carlsbad, CA, USA). Gene expression experiments were performed using the Affymetrix Human Gene v.2.0 ST Arrays according to GeneChip^®^ WT PLUS Reagent Kit, Manual Target Preparation for GeneChip^®^ Whole Transcript Expression Arrays P/N 703174 Rev.2 protocol; 100 ng of Total RNA were used as a starting amount for microarrays experiments; 3.5 µg of labeled DNA were injected into the Affymetrix cartridge. The arrays were hybridized with rotation at 60 rpm for 16 hours at 45°C. The arrays were washed and scanned according to the protocol GeneChip^®^ Expression Wash, Stain and Scan For Cartridge Arrays P/N 702731 Rev. 4.

Fluorescence values corresponding to raw expression data for each sample were extracted from each Affymetrix CEL files (one file per sample) using the R (v3.6) oligo package with the corresponding microarray platform definitions (pd.hugene.2.0.st). The extraction method included no normalization or background correction with the RMA algorithm. Positive and negative control probes were removed. The remaining 44.629 probes were annotated with up-to-date gene symbols using our local Ensembl database (version 83_38), allowing for accurate miR precursors and other ncRNA determination. Non-linear effects such as background or saturation were corrected by LOWESS normalization against a median profile of all samples (50). Data were then subjected to hierarchical clustering, which delineated clusters of co-expressed genes on one dimension and classified samples according to their expression profiles on another dimension. The method was applied on log2-transformed and gene-median-centered data, using uncentered Pearson’s correlation as similarity metric and average linkage to reconstruct the gene and sample dendrograms. Gene clusters were delimited by applying a distance threshold of 1/5 on the gene tree. Gene clusters separating control, miR-16 and miR-519 samples were then extracted, and a collective p-value (Student t-test) was computed between each group. For each sample, a mean expression value of all genes from the initial gene cluster was calculated and these values were compared between the selected groups. This strategy, based on strong correlation of gene expression, allowed us to avoid multi-testing as a means of p-value correction for the unsupervised analyses.

Differential gene expression analyses and statistics were achieved with moderated t-tests [linear modeling with empirical Bayes (51)] and corrected for the false discovery rate (FDR) with the Benjamini-Hochberg procedure. All clusterings were performed with Cluster 3.0 (52). For each identified gene list (gene cluster, gene signature, differential genes), functional annotations were performed using enrichR on multiple databases and gene sets (53). In-house enrichment analyses were conducted by calculating the ratio of frequencies Observed/Expected, where Observed was the frequency of the GO-Pathway-Disease term in the cluster or list, and Expected was the background frequency on the whole chip. Fisher’s exact tests were used to statistically validate the results.

MiR profiling and bulk-transcriptome public data were downloaded from the Gene Expression Omnibus (GEO, https://www.ncbi.nlm.nih.gov/geo/) database as raw gene datasets when possible, or processed datasets otherwise, and underwent the same quality control, preparation and annotation steps as described above.

### 2.6 Cell protein extraction and western blot

Seventy-two hours after IOMM-Lee cells transfection with miR-16, miR-519 and negative control miR mimics, total cellular proteins were extracted with RIPA buffer. Expression levels of HuR and GAPDH were then analyzed by Western blotting (n=9). The following primary antibodies were used: HuR (1/1000; rabbit polyclonal, Millipore), GAPDH (1/2000; chicken polyclonal, Millipore). Densitometry of all samples of Western blots were measured with Image J 1.42u (Wayne Rasband, National Institutes of Health, USA).

### 2.7 Statistical analyses

All quantitative variables are described as medians and percentiles [Interquartile range (IQR), 25–75th percentile]. All proportions are expressed as percentages with 95% confidence intervals (95% CI). Comparisons of miR-16 and miR-519 expression levels across the three tissue groups were performed using the Kruskall-Wallis test. Comparisons of miR-16 and miR-519 expression level of normal tissue and meningioma (both grade 1 and grade 2 subtypes) were carried out using the Mann-Whitney U test. When a statistically significant difference was found, the effect size estimated (r) for the difference between the two groups was calculated and interpreted according to Cohen’s method using z value. Cumulative probabilities of relapse-free survival were estimated by the Kaplan-Meier method. To evaluate the potential association between miR-16 and miR-519 and time to relapse, univariate analyses, using log-rank test were carried out on measures of miR-16, miR-519 and Ki-67 divided in medians. Log-rank tests were also performed using the online Cutoff Finder tool to screen for significant cutoff values (54). Cox proportional-hazard regression analysis was performed to identify independent variables predictive of relapse, using the following covariates: meningioma grade (1 or 2), miR-16, and miR-519 as continuous variables or as quartilized variables. Results were shown as hazard ratios (HRs) with 95% confidence intervals.

For serial measurements of cellular growth in the three experimental groups, we tested the change over time in cell viability and the difference between the three experimental groups over time using repeated measures analysis of variance (ANOVA) of log-transformed data. Two summary measures of interest were considered in serial analyses, namely: i) the area under curve considering the first value as the baseline value and ii) the percentage of the difference between the first and the last values. *Post-hoc* analysis for pairwise group comparisons was performed using the Student-Newman-Keuls test to avoid multiple testing issues. The measurement of progression of cell viability in the three experimental groups at successive times was carried out using the Friedman test for testing the difference between several related samples, as the same parameter was measured under different conditions in the same group. In the dose-effect study, three cell line groups were compared according to the type of miR transfected (miR-mimics for miR-16, miR-519, or negative control), and their concentration used which varied from 0 to 170 nM. The absolute number of viable cells at 96 h after the initiation of transfection was compared across the three groups by repeated measures ANOVA of log-transformed data. At each dose point, one-way Student t-tests were used to compare the number of viable cells between controls and miR-16 or miR-519.

## 3 Results

### 3.1 MiR-16 and miR-519 were underexpressed in human meningioma samples

In patient meningioma samples (clinical data detailed in **Table 1**), lower levels of miR-16 were found in tumoral relative to control tissues (P = 1.23e-04; Mann-Whitney U-test), whether healthy arachnoid (P = 8.72e-04) or dura mater (P = 8.66e-03) (**Figure 1A**). MiR-519 expression was also lower in meningioma vs. control (P = 2.31e-03), with a clear differential against arachnoids (P = 3.52e-07) and no difference against dura mater (P = 0.76) (**Figure 1B**). In these samples, we found no significant difference in miR-16 and miR-519 levels between grade 1 and grade 2 tumors (**Figure S1**). Among this cohort, 22/56 (39%) patients were recurrence-free with the actuarial survival probabilities at their last known follow-up; neither the level of miR-16 nor that of miR-519 (expressed in medians) associated with post-surgical recurrence (**Figures 2A, B**). Positive associations were found between tumor grade, Ki-67 labeling index and higher risk of recurrence (P = 0.011 and P = 0.012, respectively) (**Figures 2C, D**), tumor grade and Ki-67 LI being highly correlated (rho = 0.74, P = 1.1e-10; Spearman’s test). Further analyses by the Cutoff Finder online tool (54) revealed that miR-16 and miR-519 showed no significant threshold (P = 0.07 and P = 0.20, respectively). Multivariate analysis using Cox proportional-hazards regression model consistently indicated that meningioma tumor grade was the only independent predictor of disease recurrence after adjusting for age, sex, miR-16, and miR-519 (P = 0.03).

**Table 1:** Summary of the demographic and clinical features of the patients with meningioma.

Features	WHO grade 1		WHO grade 2	
	(n = 32)		(n = 28)	
	%		%	
Gender				
Male	34%		61%	
Female	66%		39%	
Patient outcomes				
Death	0%		8%	
Recurrence	25%		60%	
Simpson’s grade				
Grade 1	44%		55%	
Grade 2	16%		17%	
Grade 3	40%		28%	
Treatment (excluding surgery)				
Radiation therapy	4%		44%	
Pre-operative embolization	8%		11%	
	**Median**	(IQR, 25^th^ – 75^th^)	**Median**	(IQR, 25^th^ – 75^th^)
Age, years (IQR, 25^th^ – 75^th^)	59	(54–70)	68	(57–72)
Follow-up duration, months	36	(12–55)	22	(11–46)

QR, interquartile range. Simpson’s grade (55): 1, macroscopically complete removal, including dura and bones; 2, macroscopically complete removal, dural coagulation; 3, complete removal, dura not coagulated. Grade: 2021 World Health Organization grading.

**Figure 1:**
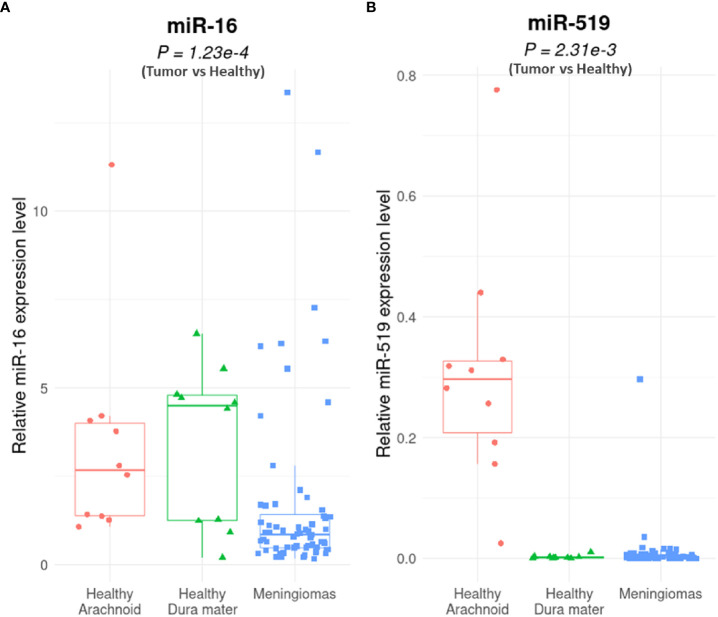
MiR-16 and miR-519 expression levels in human meningioma vs. healthy tissues. Quantitative reverse transcriptase polymerase chain reaction (qRT-PCR) analysis of miR-16 **(A)** and miR-519 **(B)** expression in human meningiomas (n = 64: 30 grade-1 and 34 grade-2) vs. non-tumoral tissue (n = 20: 10 arachnoid and 10 dura mater) (P = 1.23e-4 for miR-16 and P = 2.31e-3 for miR-519). Boxplot (minimum, first quartile, median, third quartile, and maximum) with in-dividual scatterplots.

**Figure 2:**
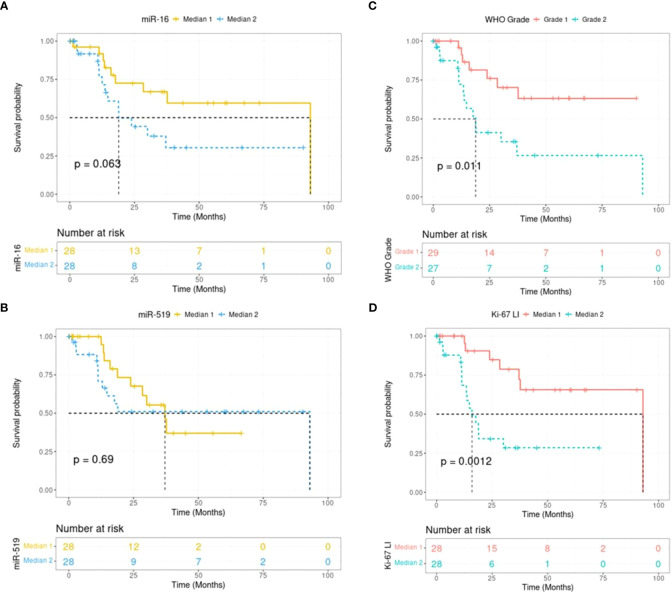
Kaplan-Meier plots showing recurrence-free survival in human meningiomas (n = 56). Survival curves are split in 2 groups for miR-16 **(A)**, miR-519 **(B)**, WHO grade **(C)** and Ki-67 **(D)**. Expression levels are grouped into medians, with Median 1 being the lower expression group. WHO, world health organization; LI, labeling index.

### 3.2 *In vitro* investigation of miR-16 and miR-519 in IOMM-Lee and Ben-Men-1 cells

#### 3.2.1 MiR-16 and miR-519 level in control and transfected cells

Given the results of decreased miR-16 and miR-519 in human meningioma against healthy tissues, we next examined the level of these miRs in two cultured meningioma cells lines, IOMM-Lee and Ben-Men-1 cells. We found that while miR-16 and miR-519 were nearly undetectable in IOMM-Lee cells, their levels were significantly higher in Ben-Men-1 cells (P = 2e-03 and P = 5e-03, respectively; **Figure S2**), with equivalent miR-16 and 5-times lower miR-519 levels in Ben-Men-1 as compared with healthy arachnoids. We proceeded to overexpress these miRs into both cell lines, noting that the transfection with miR-16 mimic did not significantly alter the expression of miR-519 (P = 1 in both IOMM-Lee and Ben-Men-1 cells), and vice versa (P = 0.13 in IOMM-Lee cells; P = 0.81 in Ben-Men-1 cells). The efficiency of transfection with miR-16 and miR-519 mimics was confirmed by qRT-PCR (**Figure S3**).

#### 3.2.2 Effect of miR-16 and miR-519 transfection on cell proliferation

Cell growth of transfected IOMM-Lee cells was compared among three groups of cells, namely control (miR-mimic negative control), miR-16 and miR-519 mimics, on day 0, 2, 4, and 6 after transfection. Significant differences for both miRs were noted 2 to 4 days after miR transfection, with cells transfected with miR-16 showing the lowest growth (ANOVA of log-transformed data, P < 1e-04; pairwise comparisons, P < 0.05) (**Figure 3A**). Similar effects of the two miR-mimics were observed in Ben-Men-1 cells (both P < 1e-04) (**Figure 3B**). Ki-67 LI was lower in miR-16 (median, 81.4%; IQR, 72.9–85.2%) and in miR-519 (median, 96.4%; IQR, 95.8%–97.3%) miR-mimics transfected cells than in miR-mimics negative control (median, 99.2%; IQR, 98.8%–99.4%) transfected cells (P < 0.0001; *post-hoc*, P < 0.05 for all pairwise comparisons) (**Figure 3E**).

**Figure 3:**
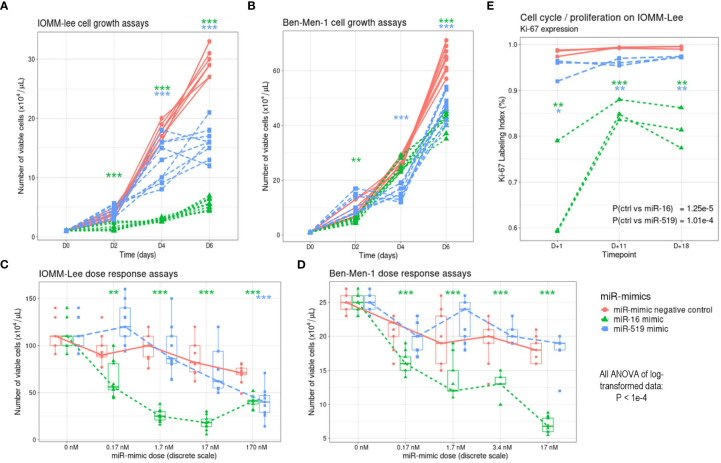
Effects of miR-16 and miR-519 overexpression in IOMM-Lee and Ben-Men-1 cells. **(A)** Meningioma cell viability measured in IOMM-Lee cells transfected with 17 nM of miR-16 and miR-519 mimics, and miR-mimic negative control (n = 9 in each group). **(B)** Similarly, meningioma cell growth measured in Ben-Men-1 cells. **(C)** Dose-response curve constructed by determining the number of viable IOMM-Lee cells 96 h after transfection with 0 nM, 0.17 nM, 1.7 nM, 17 nM and 170 nm of miR-16 and miR-519 (n = 9 in each group). **(D)** Similarly, dose-response curve obtained in Ben-Men-1 cells after transfection with 0 nM, 0.17 nM, 1.7 nM, 3.4 nM and 17 nm of miR-16 and miR-519. **(E)** Ki-67 expression at 3 different time points after transfection with 17 nM of miR-16, miR-519 and miR-mimic negative control (n = 3 in each group). *P < 0.05, **P < 0.01, ***P < 0.001 (one-way Student t test).

#### 3.2.3 Dose-response study of the effects of miR-16 and miR-519 on cell growth

In IOMM-Lee cell line, the number of viable cells was significantly lower in miR-16 transfected group than in both control and miR-519 transfected groups in all concentrations tested (0.17, 1.7, 17 and 170 nM) (all P = 1e-03) (**Figure 3C**), and the number of viable cells was significantly correlated with miR-16 transfection concentration (rho = -0.950; P < 1e-04). The number of viable cells did not differ between miR-519 and negative control-transfected groups, except at the highest dose (170 nM) where it was significantly reduced (P < 1e-04). Similar results were found in Ben-Men-1 cell line with the number of viable cells correlating significantly with the concentration of miR-16 (P < 1e-04) (**Figure 3D**). No significant inhibitory doses were found for miR-519 on this cell line.

### 3.3 MiR-16 and mir-519 transcriptomics

#### 3.3.1 Impact of the transfection with miR-16 and miR-519 mimics on the transcriptome of IOMM-Lee cells

The transcriptome-wide effects of miR-16 and miR-519 transfection were analyzed in human anaplastic meningioma IOMM-Lee cell line (**Figure 4**). 

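IOMM-Lee is a line of human anaplastic meningioma cells. Its cells received a miR-16 mimic, a miR-519 mimic (short RNA duplexes that act as the mature microRNA) or a negative control mimic, and RNA was taken 72 h later. Each of the 18 RNA samples, 6 per group, was measured on its own array from 100 ng of RNA. On each array, 15835 of the probes carry a gene symbol here and 28794 carry none, so a gene that is absent below is unnamed here and may still be on the array. The deposited intensities, taken before background correction and normalization, were put on the log2 scale and normalized with a LOWESS curve of each array against the median profile, as in the methods. limma then fitted a linear model to the 18 arrays, and a gene was called at an adjusted p under 0.05 over all probes. Changes below are log2 differences from the 6 controls with the SE of the model, and n = 6 in each group. The methods speak of independent transfections and the labels of biological replicates, but neither says whether the samples of a group grew in separate cultures. The p-values therefore measure the spread between these samples.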

Hierarchical clustering was performed on three groups of samples: miR-16-mimics (n=6), miR-519-mimics (n=6) and miR-mimics negative controls (n=6). 

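After each probe was centred on its median over the 18 arrays, the 6 arrays within each group were alike and the groups were not. Between arrays of the same group, the uncentred correlation over all probes ran from 0.393 to 0.824. Between arrays of different groups it ran from -0.381 to -0.083. A tree of the arrays built with average linkage placed the 6 miR-16, the 6 miR-519 and the 6 control arrays in separate branches.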

Each group was clearly separated from the other while retaining a high individual correlative structure (**Figure 4A**). These intergroup difference and intragroup cohesion were confirmed with principal component analysis, which illustrated the relative equidistance from controls and both miR-16 and miR-519 profiles, albeit on different axes of variances (**Figure 4B**). 

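On the same centred values, the first component carried 45.2% of the variance and set the miR-16 arrays (scores of 20.1 to 47.1) apart from the rest. The second carried 20.4% and set the miR-519 arrays (17.5 to 22.4) apart from the controls (-19.7 to -16.0). Over all probes, the mean miR-16 profile lay 52.9 log2 units from the mean control profile and 51.1 from the mean miR-519 profile, and the mean miR-519 profile lay 38.7 from the controls. Single arrays lay closer to the mean of their own group, with a root mean square distance of 27.6 for miR-16, 21.4 for miR-519 and 21.5 for the controls (n = 6 each). The miR-16 arrays spread most along the first component, where they fell into separate sets. Arrays 1, 2 and 4 stood at 47.1, 37.8 and 43.5, and arrays 3, 5 and 6 at 22.6, 21.0 and 20.1.

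**Figure D1:**
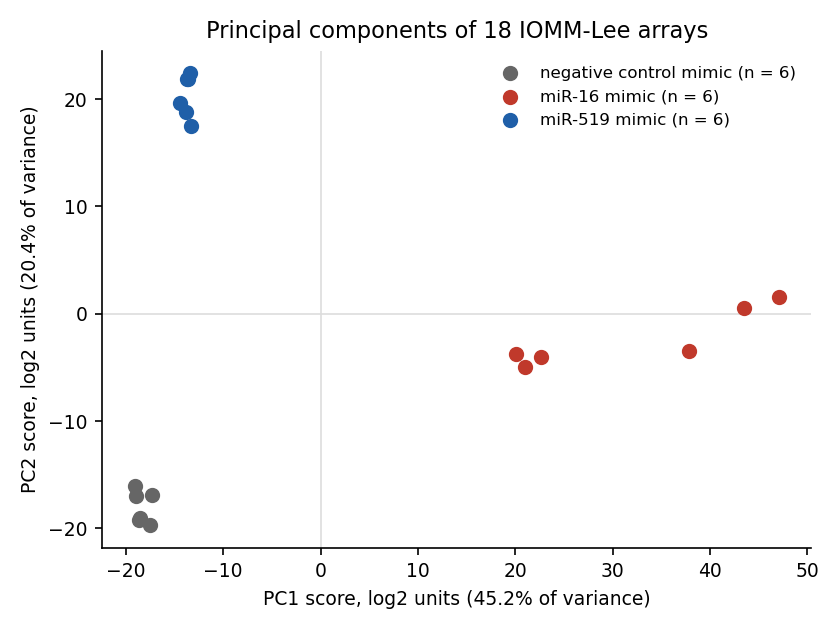
Scores of the 18 arrays on the first and second principal component of median-centred log2 values of all probes. Each point is 1 array, coloured by mimic.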

Shared features were also observed for the two miR-mimic groups. This segregation was driven by 5 clusters of strongly correlated genes (C1 to C5; **Figure 4A**), each of them differential vs. controls (**Figure 4C**), two of which displaying similar expression profiles for both miR-mimics (C3 and C4, down- and upregulated in both miR-16 and miR-519, respectively), the three others functioning in opposite directions (C1, downregulated in miR-16, C2, upregulated in miR-519, and C5, upregulated in miR-16 but downregulated in miR-519). These 5 clusters were functionally annotated (**Figure 4D**, **Tables S1–S5**) and associated with significant processes and pathways such as mitotic cell cycle *via* TP53, replication complexes (including MCMs) and gene expression *via* the DREAM complex (C1), TNFα signaling and immune response (C2), brain and cilium development (C3), regulation of apoptosis, hypoxia, cell migration, and the modulation of the extracellular matrix (C4), or NF-KB signaling and macroautophagy (C5) (all adjusted-P < 0.05). 

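Probes moved in each of the directions that the paper gives for C1 to C5. Sorted by limma calls against the controls, 2693 probes (1495 named genes) fell with miR-16 alone, 1588 (797) rose with miR-519 alone, 1152 (687) fell with both mimics, 1888 (1009) rose with both, and 517 (269) rose with miR-16 and fell with miR-519. Here alone means that the other mimic gave no call in the fit to all arrays, not that it had no effect. The variance of that fit takes in the wide spread of the miR-16 arrays. The 26 mitosis genes described below fell with miR-16 alone by this rule. A fit without the miR-16 arrays called 17 of them down with miR-519. The opposite pattern, a fall with miR-16 and a rise with miR-519, held 315 probes (187 genes), and 32761 probes (73.4%) were called in neither comparison. Averaged per array, the probes that fell with miR-16 alone stood at 0.0855 ± 0.0108 (SD) in controls, -0.351 ± 0.124 with miR-16 and 0.0436 ± 0.0222 with miR-519. Those that fell with both went from 0.257 ± 0.0244 to -0.164 ± 0.0812 and -0.0651 ± 0.0289, and those that rose with both from -0.338 ± 0.0121 to 0.172 ± 0.0687 and 0.105 ± 0.0232. The probes up in miR-519 alone went from -0.0781 ± 0.0113 to 0.248 ± 0.0244 with miR-519, against -0.05 ± 0.00952 with miR-16, and the probes with opposite responses from -0.00122 ± 0.0212 to 0.415 ± 0.0568 with miR-16 and -0.326 ± 0.0193 with miR-519. The arrays of a mimic and the controls did not overlap in these means (exact permutation test, n = 6, p = 0.00216, the smallest it can give) except for miR-519 in the first class (p = 0.00866). Because the classes were chosen from the same arrays, these p-values describe the separation and are no independent test of it.

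The gene tree, built with the methods' metric and a distance of 0.2, held 12 clusters of at least 100 probes, with 5099 probes in them and 39530 outside. Its largest cluster (1528 probes, 939 named genes) fell with miR-16 by 0.654 on the log2 scale while the miR-519 arrays overlapped the controls. The next (1041 probes) rose with miR-16 by 0.601, the third (408 probes) rose with miR-519 by 0.693, and the fourth (400 probes) rose with both, by 0.721 and 0.494. A cluster of 256 probes fell with both (-0.513 and -0.292) and a cluster of 216 probes rose with miR-16 and fell with miR-519 (0.23 and -0.303).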

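With miR-16, genes of cell division fell together. All 26 measured mitosis genes fell, with a median of -1.81, among them the kinesins KIF20A at -2.21 (SE 0.37, adjusted p = 5.39e-05) and KIF11 at -2.01 (adjusted p = 1.52e-05) and the spindle checkpoint kinase BUB1 at -2.05 (adjusted p = 1.61e-05), and all 26 also fell when adjusted over the list alone (limma). Compared with all other genes, the mitosis list fell in camera (adjusted p = 2.43e-13, and adjusted p = 0.275 with an estimated correlation). The 6 miR-16 arrays differed in how far these genes fell, with list means from -2.58 to -0.637 (mean -1.49 ± 0.928 SD) against 0.188 ± 0.0193 in the controls. With miR-519 the median was -0.202, and the calls depended on the arrays in the fit. The fit to 18 arrays, whose variance takes in the wide spread of the miR-16 arrays, called 0 of 26 (0 of 26 adjusted over the list alone, camera adjusted p = 0.186), and a fit to the 12 miR-519 and control arrays called 17 of 26 down and 0 up (camera adjusted p = 4.09e-07, and 0.111 with an estimated correlation). The list mean with miR-519 stood lower in each of the 6 arrays than in each control (0.0163 ± 0.0414, exact permutation test, n = 6, p = 0.00216, the smallest it can give). Directly compared, all 26 were lower with miR-16 than with miR-519 (median -1.6, camera adjusted p = 1.28e-10, and 0.293 with an estimated correlation).

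The DREAM complex represses cell-cycle genes in resting cells. In dividing cells its MuvB core activates them with MYBL2 and FOXM1, which are not members of DREAM itself. Of 11 measured genes of a list that holds DREAM members and these partners, 7 fell and 3 rose with miR-16 (7 and 3 adjusted over the list alone). The paper annotates C1 with gene expression via the complex, which mRNA levels of the list members do not test. FOXM1 changed by -1.83 (SE 0.25, adjusted p = 5.13e-06), MYBL2 by -1.73 (SE 0.19, adjusted p = 2e-07) and LIN9 by -0.80 (adjusted p = 9.72e-09) in limma. The chaperone RBBP4 rose by 0.15 (adjusted p = 0.00528, limma), as did LIN37 by 0.488 and RBL2 by 0.48. The camera test gave a median of -0.548 with adjusted p = 0.0416 (adjusted p = 0.328 with an estimated correlation). This call was also lost with the replicate number as a block in the model, with only probes above the median (adjusted p = 0.0906) and without miR-16 array 2 (0.0543), miR-16 array 4 (0.0508) or control 6 (0.0522). With miR-519, 4 rose and 2 fell (4 and 3 adjusted over the list alone, and 4 and 5 in the fit to 12 arrays), the median was -0.0123 (camera adjusted p = 0.878), and the per-array means of this list overlapped the controls (exact permutation test, n = 6, p = 0.123). Among 13 regulators of the step from G1 into S phase, 9 fell and 2 rose with miR-16 (10 and 2 adjusted over the list alone, median -0.475, camera adjusted p = 0.00023, and 0.2 with an estimated correlation), such as CDC25A at -0.99 (adjusted p = 1.46e-08) and CCNE1 at -0.50 (adjusted p = 9.98e-08) in limma. With miR-519, 3 fell and 4 rose (4 and 5 adjusted over the list alone, and 5 and 5 in the fit to 12 arrays), with a median of 0.046 (camera adjusted p = 0.825), and CCNE1 rose by 0.18 (adjusted p = 0.0224, limma). The spread of the 6 miR-16 arrays applies to these lists too (G1/S mean -0.389 ± 0.157 SD, DREAM mean -0.454 ± 0.214 SD).

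Genes of TNF and NF-kB signalling, a list that holds both targets and subunits of NF-kB, moved both ways. With miR-519, 4 of 17 rose and 2 fell (5 and 2 adjusted over the list alone, median 0.0257, camera adjusted p = 0.477), among them the chemokine CCL2 at 1.65 (SE 0.14, adjusted p = 6.24e-09), the adhesion molecule ICAM1 at 0.94 (adjusted p = 5.40e-10) and the stress factor ATF3 at 0.71 (adjusted p = 5.69e-08), while RELA, a subunit of NF-kB itself, fell by 0.43 on the log2 scale (adjusted p = 0.000156, limma). The other gene that fell, NFKB1 (-0.257, not called with the values as deposited), also encodes a subunit. With miR-16, 3 rose and 2 fell (4 and 3 adjusted over the list alone, median -0.0449, camera adjusted p = 0.829), ICAM1 at 1.25 (adjusted p = 4.55e-12) and LIF at 0.64 (adjusted p = 1.33e-08) the highest, while CCL2 was not called at 0.28 (adjusted p = 0.197) by limma. CCL2 was lower with miR-16 than with miR-519 (-1.37, adjusted p = 6.02e-08) in the direct comparison. The mean of the 17 genes per array stood at -0.0703 ± 0.0367 (SD) in the controls, 0.0962 ± 0.031 with miR-519, higher in 6 of 6 arrays than in each control (exact permutation test, n = 6, p = 0.00216, the smallest it can give), and 0.0213 ± 0.0466 with miR-16 (p = 0.00866 in the same permutation test, n = 6).

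Genes of cilium assembly fell with miR-519 and parted the mimics. Of 28 measured, 13 fell and 0 rose (18 and 2 adjusted over the list alone, median -0.164, camera adjusted p = 3.4e-07, and 0.146 with an estimated correlation), such as RPGRIP1L at -0.78 (SE 0.06, adjusted p = 6.41e-10) and the transport subunit IFT88 at -0.57 (SE 0.06, adjusted p = 1.37e-07) in limma. With miR-16, 11 rose and 5 fell (12 and 5 adjusted over the list alone, median 0.0777, camera adjusted p = 0.141), with RPGRIP1L again down at -0.49 (adjusted p = 4.93e-07) and BBS2 up at 0.42 (adjusted p = 7.61e-07). Directly compared, 22 stood higher with miR-16 than with miR-519 and 0 lower (median 0.291, camera adjusted p = 5.1e-09, and 0.11 with an estimated correlation).

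Most measured matrix genes rose with both mimics. The list held 34 genes, and none of its collagens, laminins or integrins has a named probe. Of 10 genes of the extracellular matrix and TGF-beta response, 8 rose and 1 fell with miR-16 (8 and 1 adjusted over the list alone, median 0.922, camera adjusted p = 4.03e-07, and 0.0895 with an estimated correlation), and 6 rose and 1 fell with miR-519 (6 and 2 adjusted over the list alone, median 0.508, camera adjusted p = 0.000172, and 0.2 with an estimated correlation). The connective-tissue growth factor CCN2 rose by 2.19 and 2.05, and fibronectin FN1 by 2.69 (SE 0.15) and 1.62. MMP14, a membrane-bound matrix protease, rose with miR-16 by 1.14 (adjusted p = 2.23e-11, limma), and the protease inhibitor TIMP3 rose with miR-519 (1.78, adjusted p = 2.42e-14).

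Autophagy and lysosome genes rose with both mimics. With miR-16, 14 of 21 rose and 1 fell (14 and 1 adjusted over the list alone, median 0.348, camera adjusted p = 1.41e-07, and 0.0571 with an estimated correlation), led by the lysosomal enzymes CTSD at 1.64 (adjusted p = 2.57e-11) and HEXA at 1.09 (adjusted p = 6.63e-13), and ATG5 fell by 0.25 on the log2 scale (adjusted p = 0.000425, limma). With miR-519, 10 rose and 0 fell (10 and 0 adjusted over the list alone, median 0.109, camera adjusted p = 0.00246, and 0.228 with an estimated correlation), CTSD at 0.78 (adjusted p = 3.46e-06) and NEU1 at 0.66 (adjusted p = 2.12e-08) in limma.

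**Figure D2:**
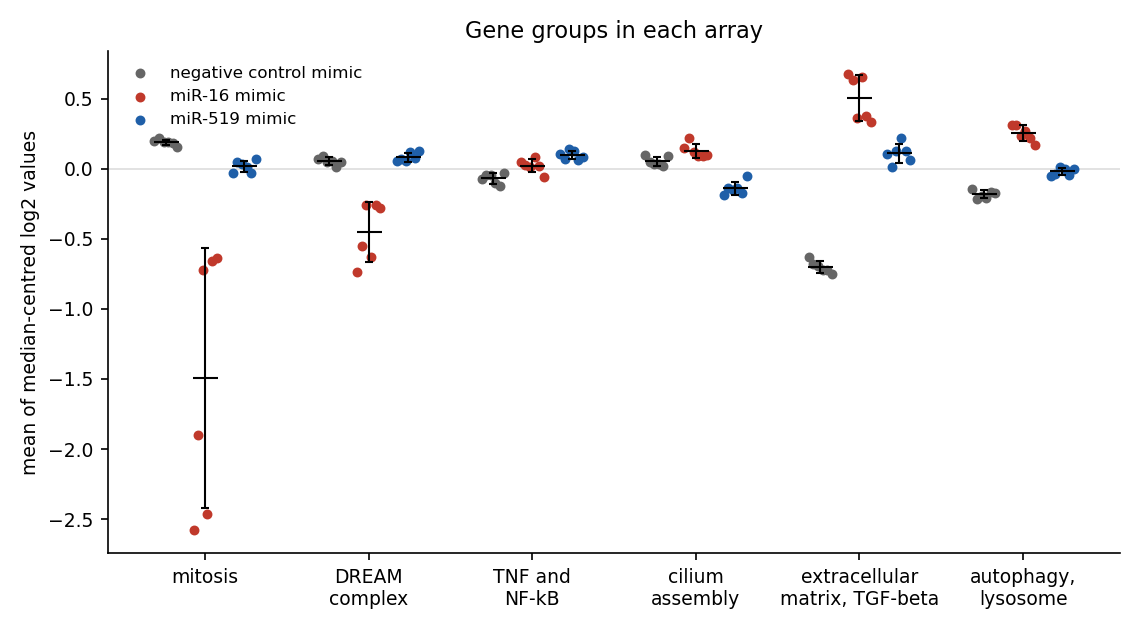
Mean of the median-centred log2 values of 6 gene lists (horizontal axis) in each array, coloured by mimic. Each point is 1 array and bars are the mean ± SD of 6 arrays.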

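Most established targets of miR-16 fell with its mimic. Of 17 measured genes that miR-16 is known to repress, 14 fell and 1 rose with miR-16 (15 and 1 adjusted over the list alone, median -0.475, camera adjusted p = 8.08e-08, and 0.0895 with an estimated correlation), among them the cell-cycle kinases WEE1 at -0.67 (SE 0.08, adjusted p = 5.92e-07) and CHEK1 at -0.63 (adjusted p = 2.01e-07) and the survival factor BCL2 at -0.47 (SE 0.05, adjusted p = 3.50e-07) in limma. CCND1 was the single riser (0.26, adjusted p = 0.000436), and CCND3 was not called (-0.14, adjusted p = 0.0526). Of the 17 targets, 8 lay in the gene cluster that holds all 26 mitosis genes. For these 8, repression by miR-16 cannot be told apart from the general fall of genes of cell division. With miR-519 the same list showed 4 up and 3 down (7 and 4 adjusted over the list alone, median 0.0698, camera adjusted p = 0.804), with CDK6 at -0.41 (adjusted p = 0.000136) under miR-16 and 0.81 (adjusted p = 2.61e-08) under miR-519 in limma. Directly compared, 15 stood lower with miR-16 than with miR-519 and 1 higher (15 and 1 adjusted over the list alone, median -0.47, camera adjusted p = 5.18e-08, and 0.11 with an estimated correlation). Of the 3 measured genes that the paper names as miR-519 targets, 1 fell and 0 rose with miR-519 (2 and 0 adjusted over the list alone and in the fit to 12 arrays, median -0.202, camera adjusted p = 0.186). With miR-16, 2 fell and 0 rose (2 and 0 adjusted over the list alone, median -0.347, camera adjusted p = 0.0634). In the fit to the 12 miR-16 and control arrays, camera called these 3 down with miR-16 (adjusted p = 0.0432, but 0.242 with an estimated correlation). Their mean per array went from 0.174 ± 0.0539 (SD) to -0.0291 ± 0.0934 with miR-519 and -0.528 ± 0.256 with miR-16 (exact permutation test, n = 6, p = 0.00216 for each, the smallest it can give). Sites of either microRNA were not searched for in transcripts.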

As expected, they were also highly enriched in miR-16 (mainly C1 with 34%) and miR-519 (mainly C5 with 26.5%) mRNA targets (**Figures 4D, E**), and in meningioma signature genes (C1 and C4). 

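The miR-16 mimic moved more genes than the miR-519 mimic, and over 2-fold most of the miR-519 genes rose. Over 2-fold, limma called 535 probes with miR-16 (238 up, 297 down, 304 named genes with 121 up and 183 down) and 159 with miR-519 (134 up, 25 down, 87 named genes with 72 up and 15 down). Without the fold threshold it called 9366 (5206 up, 4160 down, 21% of the probes) and 6374 (3791 up, 2583 down, 14.3%). This last split depends on normalization: it was 2378 up and 283 down with the values as deposited, which also shifts the median of all probes by 0.115 with miR-519, and 3080 up and 3206 down after quantile normalization. Between the mimics, 9498 probes were called (4535 up and 4963 down with miR-16 relative to miR-519, and 1481 up and 2942 down with the values as deposited), 483 of them over 2-fold.

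The named genes with the largest rises with miR-16 were ANKRD1, EDN1 and THBS1, and all 3 also rose with miR-519. ANKRD1, a transcription cofactor of stretched and wounded tissue, rose from 6.16 ± 0.07 (SD) in the controls to 10.16 ± 0.58 with miR-16 and 12.32 ± 0.09 with miR-519 (adjusted p = 5.93e-14 and 2.20e-17). The vasoconstrictor peptide EDN1 rose by 3.72 (SE 0.10, adjusted p = 2.48e-17) with miR-16 and 2.80 (adjusted p = 1.36e-15) with miR-519, and thrombospondin THBS1 by 3.11 (adjusted p = 2.48e-17) and 2.13 (adjusted p = 4.51e-15). Among the deepest falls with miR-16 were genes of dividing cells: the mitotic kinase PBK went from 10.15 ± 0.08 to 7.76 ± 1.33 (-2.38, adjusted p = 2.29e-05), the topoisomerase TOP2A changed by -2.07 (SE 0.38, adjusted p = 0.000186) and the replication-licensing ligase subunit DTL by -2.06 (adjusted p = 4.62e-05). PBK was not called with miR-519 in the limma fit to all arrays (-0.55, adjusted p = 0.436). The variance of that fit takes in the wide spread of PBK over the miR-16 arrays, so the missing call does not show that PBK was unchanged. MAMDC2 and LAPTM5 rose with miR-519 by 3.43 (SE 0.08, adjusted p = 1.16e-18) and 3.13 (SE 0.08, adjusted p = 2.20e-17), and stood lower with miR-16 than with miR-519 (-3.34, adjusted p = 2.02e-18, and -3.11, adjusted p = 2.79e-17). With miR-519 the secreted hormone STC1 (-1.46, adjusted p = 6.40e-14), VEPH1 (-1.43, adjusted p = 9.29e-17) and TMEM158 (-1.64, adjusted p = 4.86e-12) fell. STC1 stood higher with miR-16 than with miR-519 by 1.91 (adjusted p = 1.01e-15).

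**Figure D3:**
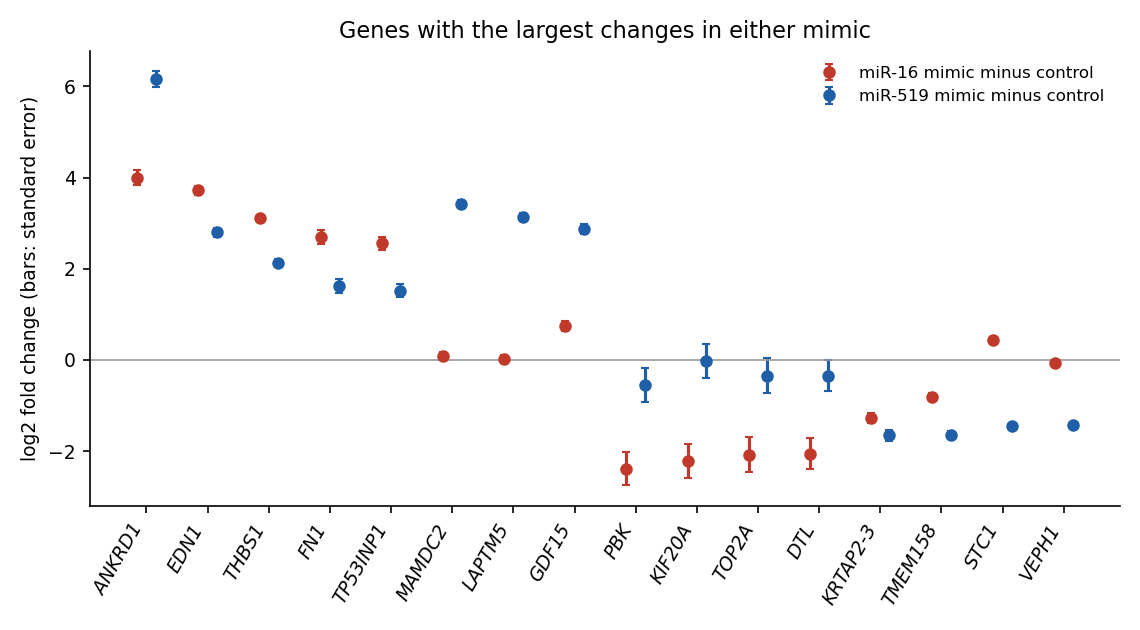
Log2 change against the 6 controls of named genes among the largest rises and falls with either mimic. Points are coloured by mimic and bars are the SE of the limma model (n = 6 per group).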

Multivariate statistics confirmed these results and yielded 510 differential genes between miR-16 and control transcriptomes, and 152 genes between miR-519 and controls (FDR < 0.05, differential > 2-fold-change; moderated t-tests on linear modeling with empirical Bayes; **Tables S6**, **S7**). Few of these top genes overlapped between miR-16 and miR-519 (35 unique genes up in both miR-mimics, 2 unique genes down in both miR-mimics, 2 unique genes down in miR-16 while up in miR-519).

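Over 2-fold, 47 probes (28 named genes) rose with both mimics, 3 probes (2 genes) fell with both (1 gene with the values as deposited, array weights or the mean of the probes of a gene, and 1 to 3 with single arrays left out), 1 probe that is unnamed here fell with miR-16 and rose with miR-519, and 0 did the reverse. Independent responses would give 0.715, 0.166, 0.892 and 0.133 probes. The genes up in both include the epithelial junction protein CLDN1 (1.85 and 2.04), the cytokine receptor IL7R (2.11 and 2.91), the oxygen-responsive factor EPAS1 (1.99 and 1.83) and the actin-binding TAGLN (2.37 and 1.42). EGR1, an immediate early transcription factor, went from 7.71 ± 0.09 (SD) in the controls to 6.71 ± 0.13 with miR-16 (adjusted p = 5.60e-12) and 6.38 ± 0.06 with miR-519 (adjusted p = 3.62e-14), and the hair keratin-associated KRTAP2-3 changed by -1.27 (adjusted p = 1.74e-08) and -1.66 (adjusted p = 4.68e-10) in limma. A second EGR1 probe moved less (-0.22 and -0.28).

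Both comparisons share the 6 controls, which by itself makes the changes correlate. The changes of all probes correlated with r = 0.41, and with r = 0.502 in simulated arrays without any change. Their covariance was 0.0187 against 0.0021 in the simulation, a difference of 0.0166. With 3 controls given to each mimic instead, over all 20 possible divisions, r had a median of 0.36 (0.321 to 0.384), the covariance 0.017 (0.0158 to 0.0179) and the probes up in both 44.5 (41 to 49), against 0 in the simulations.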

**Figure 4:**
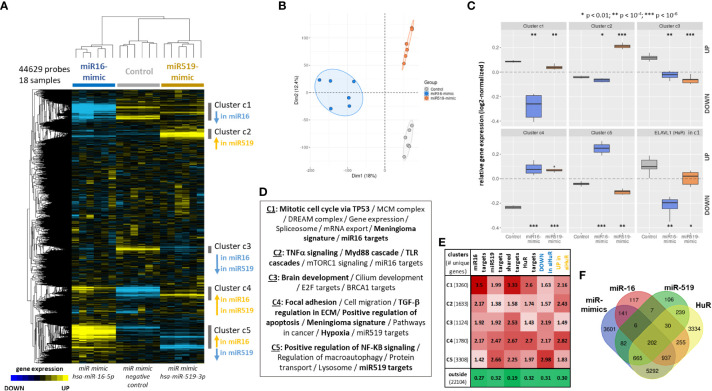
Effects of miR-16 and miR-519 transfection on the transcriptome of IOMM-Lee cells. A differential transcriptomic signature is extracted, dissected and compared for each miRNA (miR16: n = 6; miR-519: n = 6; negative controls: n = 6). **(A)** Hierarchical clustering heat map of the whole transcriptome delineating five significant clusters of co-expressed genes. Median-centered log2-transformed gene expression (arbitrary unit). Blue, yellow and black indicate downregulated, upregulated, and median genes, respectively. **(B)** Principal Component Analysis confirms the correlative structure within each group and the directional scattering between groups. **(C)** Boxplot comparing overall gene expression for the 5 significant identified gene clusters (c1 to c5) and for ELAVL1 (HuR). Student’s t-tests. **(D)** Top functional annotations associated with each gene clusters (with EnrichR, all q-values < 0.05). **(E)** Relative fold-enrichments computed for each five clusters (c1 to c5) and the rest of the microarray (outside) in target lists (from ENCORI https://starbase.sysu.edu.cn/ under high stringency): miR16 targets (1,695), miR519 targets (1,337), miR16 and miR519 overlapping targets (245), HuR targets (2,802; from Starbase v2), DOWN-regulated signature in siHuR transcriptome (4,725 genes), and UP-regulated signature in siHuR transcriptome (4,787 genes) (43). Fisher’s exact tests, all FDR < 0.01. **(F)** Venn diagram showing the overlaps between the miR-mimics signature comprising the five differential clusters and miR-16, miR519 and HuR targets (10,954; from ENCORI under high stringency). FDR: false discovery rate. * p < 0.01; ** p < 1e-04; *** p < 1e-06.

#### 3.3.2 Transcriptome-wide effect of miR-mimics on HuR (*ELAVL1*)

Next, we asked if and how these five differential and functional clusters obtained with miR transcriptomics (C1 to C5) were enriched in HuR targets and in the HuR transcriptomic signature previously identified by our group in a similar setup on meningioma samples with HuR knockdown (GSE95212, 43). Compared to cells expressing miR-mimic negative control, both miR-16 and miR-519 transfected cells had significantly lowered level of *ELAVL1* (HuR) mRNA (FDR = 6.1e-06 and FDR = 9.38e-03, respectively; moderated t-tests; **Figure 4C**). Western blot showed that the expression level of HuR was significantly lower (2.2-fold decrease) following the transfection with miR-16, but not miR-519 mimics (P < 1e-04 and P = 0.8, respectively). Remarkably, *ELAVL1* was one of the downregulated genes of cluster C1 with functions in pre-replicative complex and cell cycle. Further gene enrichment analysis showed that 79.6% of known HuR targets [2802-gene list obtained from Starbase v2 https://starbase.sysu.edu.cn/starbase2/ for HuR transcriptomic compatibility (43)] were distributed in the five clusters, the most represented being C1 (26.1%; 2.6-fold enrichment), C4 (15.9%; 2.7-fold enrichment) and C5 (21.4%; 2-fold enrichment) (all P < 2.2e-16; Fisher’s exact test; **Figure 4E**). Furthermore, genes that were dysregulated in our HuR knockdown transcriptomic experiment were also found enriched in the present miR-mimics signature. Downregulated genes in HuR knockdown mainly distributed in clusters C3, C4 and C5 (5.5%, 8.7% and 22.1%; 2.2, 2.2 and 3-fold enrichment, respectively). Conversely, genes that were upregulated by HuR knockdown distributed in C1, C2 and C4 (15.8%, 8.9% and 11.2%; 2.2, 2.4 and 2.8-fold enrichment, respectively). Genes outside the miR-mimics signature were 3-times depleted in HuR knockdown genes (all P < 2.2e-16; **Figure 4E**).

#### 3.3.3 MiR-mimics signature of shared miR-16, miR-519 and HuR targets

Considering the high levels of enrichment of the five transcriptomic clusters in miR-16 or miR-519 target mRNAs (**Figure 4E**), we consolidated this large 5-cluster signature into a more informative feature containing only 208 shared targets of both miRs. Nearly all genes (202/208) were also HuR targets (**Figure 4F**). Given their differential expressions and their combined functions, the redistribution of these genes back into C1 to C5 can be considered highly representative of the larger signature (**Figure S4**, **Table S8**). Indeed, the 208-gene signature contained both transcriptional regulators involved in cell cycle (such as E2F genes) and protagonists of proliferation (*MKI67*, *CCND2*, *CDKN1A*). 

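With miR-16, the E2F genes and the proliferation marker MKI67 fell. E2F1, which switches on S-phase genes, changed by -1.02 (SE 0.08, adjusted p = 3.11e-09), E2F2 by -0.37 (adjusted p = 8.41e-06), E2F3 by -0.47 (adjusted p = 1.17e-06), E2F7 by -0.47 (adjusted p = 1.86e-05) and E2F8 by -1.21 (SE 0.12, adjusted p = 7.75e-08), and MKI67 went from 11.01 ± 0.06 (SD) in the controls to 8.99 ± 1.23 (-2.02, adjusted p = 6.61e-05, limma). With miR-519, E2F7 fell by 0.71 on the log2 scale (adjusted p = 9.69e-08) and E2F1 by 0.28 (adjusted p = 0.0278, but 0.518 with the values as deposited, 0.0778 without miR-519 array 2, 0.0584 without control 3 and 0.0593 without control 5), while E2F8 (-0.17, adjusted p = 0.507) and MKI67 (-0.22, adjusted p = 0.804) were not called. In a limma fit to the 12 miR-519 and control arrays alone, E2F8 (adjusted p = 0.0152) and MKI67 (adjusted p = 0.000491) were called down. The wide spread of the miR-16 arrays does not enter the variance of that fit. CCND2, a cyclin of G1, was not called with miR-16 (0.04, adjusted p = 0.72) and rose with miR-519 by 0.21 (SE 0.05, adjusted p = 0.00893), and the kinase PAK2 rose with both mimics, by 0.28 (adjusted p = 2.79e-05) and 0.18 (adjusted p = 0.00543). With the values as deposited, limma lost the calls of PAK2 with both mimics (adjusted p = 0.283 and 0.234), CCND2 with miR-519 (adjusted p = 0.12) and E2F2 with miR-16 (adjusted p = 0.123).

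The 8 measured genes that the text names from the signature were chosen by the study on these same samples and are no independent evidence. With miR-16, 6 fell and 1 rose (6 and 1 adjusted over the list alone, median -0.47, camera adjusted p = 0.00428, and 0.301 with an estimated correlation). With miR-519, 2 fell and 2 rose (2 and 2 adjusted over the list alone, and 4 and 2 in the fit to 12 arrays, median -0.147, camera adjusted p = 0.477). CDKN1A and the full list of the signature were not analysed here, because CDKN1A has no named probe and the list was not available.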

The signaling network reconstructed with these 208 genes linked them functionally around meningioma relevant hubs such as AKT3, CDKN1A, PAK2 and PRKAA1 and revealed functions and pathways including cell cycle progress, differentiation, DNA damage response, mRNA nucleus export, growth factors and fibrosis (all FDR < 0.05; **Figure S4**).

#### 3.3.4 The miR-mimics signature differentiates between subgroups of meningiomas with distinct proliferative features

Finally, we evaluated our findings on relevant public datasets of human meningiomas. On a miR profiling dataset [GSE126563 (40)] of primary (n=44) and secondary (n=15) tumors we found diminished miR-16 levels when compared to controls (n=5; P = 0.047 vs. all tumors, and P = 0.035 vs. primary meningiomas alone). On another dataset of various meningioma grades [GSE50641 (36)], we found lower miR-16 expression in grade 2 (n=11) as compared to grade 1 (n=33), which already displayed very low levels (P = 0.037). In either set, miR-519 was below detection and could not be tested.

We also investigated a landmark transcriptome of 121 meningiomas [GSE85135 (14)], where the miR-mimics signature highlighted two dominant clusters with different expression profiles, named left and right branch (LB and RB, respectively) of the clustering tree (**Figure 5A**). According to this 208-gene hierarchical clustering, healthy controls expectedly displayed a correlated pattern for both embryologic and adult tissues, distinct from LB and RB profiles. Interestingly, the dura mater control samples clustered preferentially with tumoral samples on the LB, instead of regrouping with the rest of the controls. Investigating on these profiles from the whole transcriptome led to the same conclusion, with little to no overlap with the adult arachnoids. The overlap with tumoral and embryologic tissues was enriched in miR-519 targets (>1.8-fold; P < 2.2e-16), confirming our findings in human tissues (**Figure 1B**). After removing controls, transcriptome-wide differential statistics between LB and RB respectively yielded 2,279 and 1,816 up- and downregulated genes in LB (FDR < 0.01, **Figure 5B**), which amounted to 18% of the measured genes. Remarkably, these genes were extremely enriched in HuR targets, 56.2% of which were UP in LB (DOWN in RB) and 34.3% UP in RB (or DOWN in LB). Genes UP in LB revealed functions linked to mitotic cell cycle, DNA repair and immune response and were also enriched in miR-16 and HIF1A targets. Genes UP in RB were associated to mRNA processing and transport (all FDR < 0.05). Moreover, we checked *EP300* level, which was reported to be a solid marker of meningioma recurrence, independently of WHO grade (11). Consistent differences were observed between the two subgroups (P = 2.75e-10; **Figure 5C**) for this mRNA, along with other markers associated with aggressiveness/proliferation, also outside the 208-gene list (*HIF1A*, *RB1*, *BAD* or *IDH1*; all FDR < 1e-14). Furthermore, *ELAVL1* (HuR) showed reduced levels in the subgroup with diminished gene expression and mRNA transport processes and was overexpressed in the subgroup with increased cell cycle and proliferation features (FDR = 3.76e-04). On another transcriptomic dataset [GSE74385 (9)], the miR-mimics signature again classified samples in two groups. WHO grade 1 (13/16) and non-recurrent (16/20) meningioma were over-represented in the first, the second regrouping higher grades (29/37) and recurrent tumors (14/16), with decreased *EP300* (P = 1.13e-04) and increased *FOXM1* (P = 6.62e-07) levels, previously reported in recurrent meningiomas, as down- and upregulated, respectively (11).

**Figure 5:**
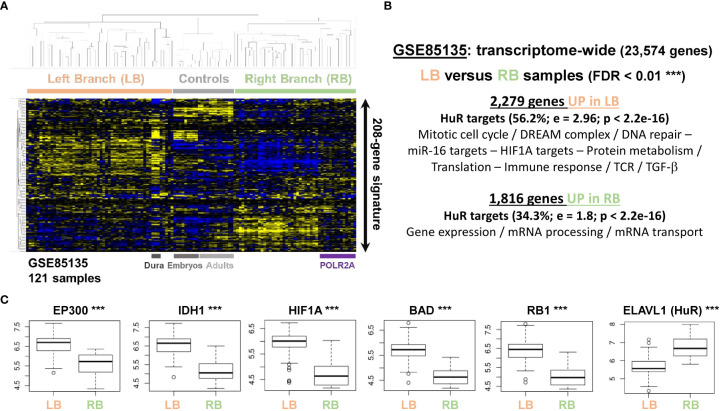
The miR transcriptomic signature distinguishes two subgroups of samples with different proliferative features in a landmark dataset of grade 1 meningiomas (GSE85135 (14)). **(A)** Unsupervised hierarchical clustering according to the reduced 208-gene miR-16/miR-519 signature. **(B)** Transcriptome-wide differential statistics between the 2 groups of samples identified with the reduced signature (LB, RB). Up- and downregulated gene lists were functionally annotated with EnrichR (adjusted p-values < 0.05). Control samples were not included in the statistical analyses. **(C)** Boxplots representing the differential expressions between LB and RB for a select list of genes reported to be consistent markers of meningioma recurrence and aggressiveness, and HuR. These genes do not belong to the 208-gene signature. Y-axis: normalized gene expression (log2). Enrichment in HuR targets: Fisher’s exact test; e, relative fold-enrichment. LB, left branch of the dendrogram; RB, right branch of the dendrogram. *** FDR < 0.01.

Finally, to validate our main transcriptomic findings, we performed an integrative analysis of a multi-omic meningioma dataset with bulk transcriptome coupled with miR measurements for the same patients (GSE88721), including samples of heterogeneous histological origin and grades (1 and 2) (56). Focusing on miR-16 and miR-519 mature products, along with their premature forms, we associated the miR expression levels with that of hallmark target genes representing the whole correlated panorama (**Figure S5**). Expression of *ELAVL1* was found negatively correlated with miR-519 (r2 = -0.69; Pearson’s correlation) but not with its premature forms (r2 = 0.38), potentially indicating a preferential miR-519 inhibition of *ELAVL1* transcripts in meningiomas, rather than the inhibition of miR-519 by HuR and/or as a consequence of other transcriptomic changes. The hypoxia factor gene *HIF1A* correlated with both miR-16 and miR-519 levels (r2 < -0.4, respectively). G1/S Cyclin D3 (*CCND3*), from the pre-replicative complex and cell cycle progression marker, was found significant with both miRs, along with *RB1* disease progression marker (and directly inhibited by Cyclin D3 upon phosphorylation), strongly associated with miR-519a (r2 = -0.62). In line with our transcriptomic clusters, we also report *BCL2L1* (potent apoptosis regulator and caspase inhibitor) and *NFKB1* associations with miR-519, and *MTOR* and *TNF* associations with miR-16.

## 4 Discussion

MicroRNA expression is an open subject in human meningioma where limited number of studies have explored tissue and serum samples (2). For example, Zhi et al. found increased serum content of miR-106a-5p, miR-219-5p, miR-375 and miR-409-3p, and decreased content of miR-197 and miR-224 in meningioma patients (37). The putative functions of these miRs seem to depend on their relative expression level in tumor vs. normal tissue. For instance, the overexpression of miR-335 in meningioma samples was used to evidence its role as “oncomiR” (57), while the downregulations of miR-200a and miR-145 were used to support their tumor suppression function (58). Likewise, in a retrospective study, higher miR-190a expression level was reported to be an independent prognostic factor of meningioma recurrence rates and lower miR-29c-3p and miR-219-5p were found to be associated with advanced clinical stages of meningioma (35). Ludwig et al. identified several dysregulated miRs between different subtypes of benign meningiomas, and in anaplastic vs. benign tumors. They further marked a 4-miR signature, miR-222, miR-34a, miR-136, and miR-497, as differentiating WHO grade 2 from grade 1 meningiomas in a setup of 55 samples of various histological types (36). MiR-34a was next confirmed as differential between grade 2 and grade 1 meningiomas in a study led by another group (38). However, no other reported miR otherwise overlapped with the previous works, suggesting that larger cohorts of patients might be needed to overcome the heterogeneity of meningioma subtypes. More recently, miR-15a, miR-146a, and miR-331 were identified as good prognosticators of relapse (40), in a design of paired primary vs. recurrent tumors and a large validation cohort. However, they did not validate the previously reported miR-190a as differentially expressed. Conversely, Negroni et al. confirmed miR-497 as a circulating biomarker for high-grade meningiomas, with lower levels in serum exosome samples as compared with benign meningiomas (39). Here we found both miR-16 and miR-519 downregulated in benign and atypical meningioma vs. normal arachnoid tissues.

MiR-16 and miR-519 have previously been shown to be tumor suppressor miRs in several types of tumors, including laryngeal squamous cells, non-small cell lung carcinoma, breast carcinoma, nasopharyngeal carcinoma, prostate cancer, glioma and glioblastoma (23–34, 59), but were not investigated as such in meningioma. We found them both downregulated in human samples. This result was replicated for miR-16 in a miR dataset of healthy tissues and primary + secondary tumors (40), albeit only as a trend probably because of the limited number of controls samples (P < 0.05). On another meningioma dataset (36), we found diminished miR-16 levels in grade 2 versus grade 1 tumors. This trend (P < 0.05) should be validated in larger and more homogeneous cohorts given that benign tumors were subdivided into meningothelial, fibroblastic and transitional meningioma variants. In our data we did not find significant change of miR-16 levels between grades. Moreover, in all available data miR-16 expression was already very low in grade 1, making any comparison between grades hazardous. For miR-519, no exploitable data was available as expression reached background levels in every dataset. In-depth sequencing could solve these problems and thus appears to be a much-needed endeavor in meningioma miR profiling. Especially because very few miR datasets are publicly available and/or computationally exploitable.

In addition to their downregulation in human tissues, here we studied the consequences of miR-16 and miR-519 overexpression in benign as well as malignant cell lines. We found both miRs tumor-suppressive. In addition, we show that the repressive effect of miR-16 is dose-dependent, like what was reported by Reid et al. in malignant pleural mesothelioma cells (60). Interestingly, this cell growth inhibition was much less pronounced in the benign Ben-Men-1 cell line than in the anaplastic meningioma IOMM-Lee cell line, probably since IOMM-Lee cells have lower basal level of miR-16 and miR-519 than Ben-Men-1 cells, resulting in their higher sensitivity to the overexpression of these miRs. Confirming the growth inhibition on another cell line is therefore necessary before drawing conclusions. Nevertheless, our findings suggest that miR-16 and miR-519 mediate anti-tumorigenic processes *via* inhibition of cell proliferation. A fact corroborated by lower Ki-67 labeling index in IOMM-Lee cells overexpressing either miR-16 or miR-519.

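Genes for the start of replication and for DNA synthesis fell with miR-16, and p53 targets rose with both mimics. The pre-replicative complex loads the MCM helicase onto origins before S phase. Its list here, called pre-replicative genes below, also holds factors that act on the loaded helicase, such as CDC7, CDC45 and the GINS genes. ORC1 to ORC6, which are part of the complex, have no named probe. All 16 measured genes of this list fell with miR-16 (16 of 16 adjusted over the list alone, median -1.27, camera adjusted p = 3.53e-11, and 0.228 with an estimated correlation). Among them were MCM7 at -1.54 (SE 0.17, adjusted p = 1.68e-07), the kinase subunit CDC7 at -1.68 (SE 0.19, adjusted p = 2.44e-07) and the loading factor CDT1 at -1.10 (adjusted p = 1.72e-07) in limma. All 5 measured genes of DNA synthesis fell too (5 of 5 adjusted over the list alone, median -1.48, camera adjusted p = 0.000172, and 0.228 with an estimated correlation), such as the polymerase clamp PCNA at -1.23 (SE 0.14, adjusted p = 2.05e-07). As with the mitosis genes, the 6 miR-16 arrays differed widely, with pre-replicative means of -1.76 to -0.59 (mean -1.13 ± 0.56 SD, controls 0.177 ± 0.036) and DNA synthesis means of -1.25 ± 0.65 (controls 0.21 ± 0.0361).

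With miR-519 the number of calls depended on the arrays in the fit. Of the 16 pre-replicative genes 2 fell and 0 rose in the fit to 18 arrays (1 and 0 adjusted over the list alone, median -0.0711, or 0.00808 with the values as deposited, camera adjusted p = 0.161), MCM7 at -0.99 (SE 0.17, adjusted p = 0.000139) and CDC45 at -0.31 (SE 0.10, adjusted p = 0.0458) in limma. That fit called no gene of DNA synthesis (0 of 5, and 0 of 5 adjusted over the list alone, median -0.175, camera adjusted p = 0.477), with PCNA at 0.01 (adjusted p = 0.976). The fit to the 12 miR-519 and control arrays, which the spread of the miR-16 arrays does not enter, called 7 pre-replicative genes down and 2 up (camera adjusted p = 0.0145, and 0.363 with an estimated correlation), such as MCM6 at -0.30 (SE 0.05, adjusted p = 0.000301), and 3 of 5 genes of DNA synthesis down and 0 up (camera adjusted p = 0.0205, and 0.144 with an estimated correlation), such as the ribonucleotide reductase subunit RRM2 at -0.42 (SE 0.04, adjusted p = 4.64e-07). The per-array means were lower than the controls in 6 of 6 arrays for both lists, at 0.0326 ± 0.053 and 0.0154 ± 0.0323 (exact permutation test, n = 6, p = 0.00216, the smallest it can give). Directly compared, all 16 pre-replicative genes were lower with miR-16 than with miR-519 (median -1.12, camera adjusted p = 5.1e-09, and 0.292 with an estimated correlation), MCM7 by 0.55 (adjusted p = 0.018, limma). The CDC45 call with miR-519 was lost under 12 alternatives.

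Of 15 measured p53 targets, 11 rose and 0 fell with miR-16 (11 and 0 adjusted over the list alone, median 0.412, camera adjusted p = 6.57e-05, and 0.0895 with an estimated correlation), and 11 rose and 0 fell with miR-519 (11 and 0 adjusted over the list alone, median 0.388, camera adjusted p = 2.7e-10, and 0.0153 with an estimated correlation). The per-array means went from -0.38 ± 0.041 (SD) to 0.126 ± 0.108 and 0.292 ± 0.0179. TP53INP1, which promotes p53-dependent death and autophagy, rose by 2.56 (SE 0.14, adjusted p = 5.77e-12) and 1.52 (adjusted p = 2.92e-08), the kinase PLK2 by 1.36 (adjusted p = 4.50e-12) and 1.87 (adjusted p = 1.44e-14), and the stress-induced cytokine GDF15 by 0.74 (adjusted p = 2.29e-05) and 2.87 (SE 0.11, adjusted p = 1.86e-14) in limma. MDM2 and CDKN1A have no named probe, and expression does not show which change came first. The paper proposes that either microRNA slows growth by lowering the pre-replicative complex and the cell cycle via p53.

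**Figure D4:**
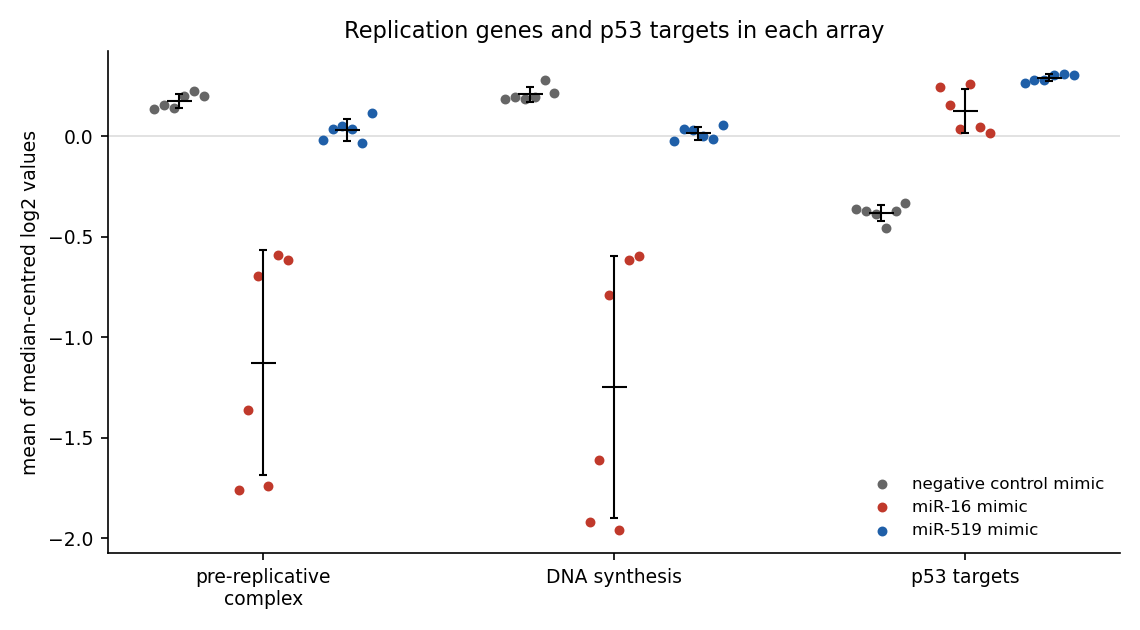
Mean of the median-centred log2 values of the pre-replicative complex, DNA synthesis and p53 target lists in each array, by mimic. Bars are the mean ± SD of 6 arrays.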

The results of the transcriptomic study also suggest that the cell growth inhibition by either miR is mediated by downregulations of both the pre-replicative complex and cell cycle *via* p53, part of the transcriptome-wide consequences of their overexpression. In fact, the common dysregulated clusters we extracted as a result were far more informative as they were composed of meningioma-associated genes and pathways of regulation of apoptosis and of brain development. These processes all agree with the tumor suppressor potential of these miRs. Further in line with previous results, gene expression *via* the DREAM complex was again pointed out as a culprit in meningioma progression (12), which reinforces the usefulness of our miR-mimics signature as it was able to segregate samples according partly to this feature in external human datasets. Of note, in the landmark cohort from Clark et al. (14), POLR2A-mutated samples clustered outside the main subgroups and were mostly unresponsive to the signature, which delineates its direct implication in cell cycle progression and gene expression. In the larger 5-clusters signature, target genes of miR-16 and miR-519 were expectedly enriched, but were also targets of HuR, which our group reported as upregulated and as a poor prognosis factor in meningioma progression and recurrence (43). Here, HuR was strongly under-expressed following overexpression of both miRs, and part of the gene expression/cell cycle cluster. We propose thus that the interplay of the three markers, namely HuR, miR-16, and miR-519 is of importance in meningioma development and progression. In this regard, the restricted 208-gene signature deserves attention as many of these genes (**Table S8**) may emerge as precious additions to the meningioma biomarker repertoire. Moreover, many targets genes and signatures proposed by the transcriptomics (HuR, HIF1A and hypoxia, EP300) have already been functionally validated or meta-analytically cross-validated in previous works (11, 43, 61). In a previous study on HuR in meningioma patients and following knockdown in the same meningioma cell lines, we already correlated mRNA and protein levels, as well as HuR cellular localization and post-translational modifications. We also extensively studied HuR mRNA targets *via* transcriptomics (43). In the present work, we overlap the signatures obtained previously and the miR-mimic signatures. By doing so we recover the hypoxia signature that was functionally validated in HuR work, including its action on cell growth. Hypoxia being under the tight control of HIF1A, we demonstrated it to be a hallmark of meningioma progression. Concerning the transcription factor EP300, we previously correlated a methylation signature with grade, progression, and proliferation markers such as Ki-67 and MCM6 and showed that the regulatory regions associated with meningioma growth are highly enriched in CpG islands located in enhancers in distal regions (61). This methylation signature is known to be a mark of tissue-specific EP300 activity, and involved in cell growth and division in cancers (62, 63). In our final integrative experiment on human tissues, we provide the hint of a mechanistic link between the two miR expressions and that of hallmark target genes we report from our own transcriptomic findings: markers from each of the five clusters, miR-16 and/or miR-519 targets, and progression markers associated with meningioma aggressiveness. These results translate directly *in vivo*, onto meningioma samples of various histological subtypes and grades, therefore we believe our proposed biomarkers and signatures could have wide biological and clinical meaning.

In healthy tissues, little is known on the molecular differences between the arachnoid and the dura mater. Contrary to miR-16, here we observed similarly diminished miR-519 levels in the dura mater and in tumoral tissues. Further investigating the transcriptomic profiles available for healthy controls with and without the 208-gene signature uncovered a dura mater pattern overlapping with other embryologic tissues and an enrichment in miR-519 mRNA targets, and no overlap with the adult arachnoids, confirming our first observation on human meningiomas.

Decreased miR-16 levels have been observed in colorectal cancer (64), non-small cell lung carcinoma (24, 59, 65), chronic lymphocytic leukemia (66), pituitary adenomas (67), and gliomas (30). Our findings are consistent with these previous observations and suggest the involvement of miR-16 in tumor suppression. The molecular basis for the suppressive action in meningioma growth, however, is not clear. Yang et al. reported that miR-16 inhibits cell growth and reduces invasive properties in a glioma cell line through the suppression of BCL2 and NF-kappaB1/MMP-9 signaling pathway (30). Alternatively, miR-16 may mediate its action through the inhibition of FGF receptors or SMAD3 (68–70). MiR-16 may interact directly with HuR mRNA at its 3’UTR or with HuR protein itself. Indeed, Xu et al. showed that miR-16 decreases the expression of the pro-oncogenic HuR protein in breast cancer by inhibiting the translatability of its mRNA *via* direct interaction within the 3’UTR of HuR transcript (25). It is also compatible with an evidence in colon cancer cells indicating disrupted miR-16 binding to its cytoplasmic targets due to miR-16/HuR interaction. Incidentally, these competitive interactions are thought to occur in the cytoplasm as weaker association between HuR and miR-16 was noted when nucleocytoplasmic trafficking of HuR was inhibited (64).

Like miR-16, miR-519 has been linked to tumor suppression. Its downregulation has been reported in laryngeal squamous cell carcinoma (23), as well as ovary (45), lung (24), and kidney cancers (44). In several cancer cell lines (ovarian, colon, and laryngeal), miR-519 was shown to inhibit cell growth and proliferation, and, in animal model, the anti-tumorigenic properties of miR-519 were demonstrated in cultured HeLa cells xenografted in athymic mice (23, 44–46). Its mechanism of action may also be mediated through HuR as two miR-519 interaction sites have been evidenced within HuR mRNA: one within the coding region, and the other in the 3’UTR (45). Possibly, much like miR-16, miR-519 may alter HuR expression by inhibiting the translation of HuR mRNA (23, 45). MiR-519 may also exert its action *via* other signaling molecules independent of HuR. Abdelmohsen et al. identified numerous miR-519 targets in addition to HuR, *via* a combination of proteome, microarray, and miR-519-mRNA interaction analyses (71). They found that miR-519 inhibits the growth and survival of tumor cells *via* repressing the expression of proteins involved in DNA maintenance (including DUT1, EXO1, RPA2, and POLE4) and intracellular calcium homeostasis (ATP2C1 and ORAI1). 

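With miR-519, 6 of 18 measured apoptosis regulators rose and 2 fell (6 and 2 adjusted over the list alone), and the list as a whole did not part from other genes (median 0.0743, camera adjusted p = 0.499). The pore-forming BAK1 and BAX, which open the mitochondrial membrane, rose by 0.70 (SE 0.07, adjusted p = 3.58e-08) and 0.56 (SE 0.09, adjusted p = 3.82e-05), and the protective BCL2 and BCL2A1 fell by 0.39 (adjusted p = 9.80e-06, but 0.221 with the values as deposited) and 0.75 (adjusted p = 9.77e-08) on the log2 scale in limma. The protective BCL2L1 and CFLAR rose, by 0.27 (adjusted p = 0.000152) and 0.25 (adjusted p = 0.00269). With miR-16, 5 rose and 2 fell (5 and 2 adjusted over the list alone, median 0.0968, camera adjusted p = 0.275), with BAK1 at 0.45 (adjusted p = 1.11e-05) and BCL2A1 at -0.54 (adjusted p = 6.06e-06). The protective CFLAR (0.6) and BCL2L1 (0.4) also rose with miR-16, as did BAX (0.412) and BAD (0.197), and BCL2 fell (-0.47). Per-array means of this list stood at -0.0259 ± 0.0252 (SD) in controls, 0.0276 ± 0.0261 with miR-519 and 0.0527 ± 0.0443 with miR-16 (exact permutation test, n = 6, p = 0.00649 for each mimic).

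Of 14 hypoxia genes, 4 rose and 0 fell with miR-519 (5 and 1 adjusted over the list alone, median 0.0369, camera adjusted p = 0.27): the matrix cross-linker LOX at 0.76 (SE 0.08, adjusted p = 1.70e-07), the vasodilator ADM at 0.80 (SE 0.07, adjusted p = 7.27e-09), the stress regulator DDIT4 at 0.80 (SE 0.13, adjusted p = 7.31e-05) and the mitophagy receptor BNIP3L at 0.34 (adjusted p = 0.00347) in limma. VEGFA, the main vessel growth factor, was not called (-0.17, adjusted p = 0.0749). Per array, the list mean went from -0.0916 ± 0.0763 (SD) to 0.0901 ± 0.0424, with each miR-519 array above each control (exact permutation test, n = 6, p = 0.00216, the smallest it can give). With miR-16, 4 rose and 6 fell (4 and 6 adjusted over the list alone, median -0.0902, camera adjusted p = 0.826), with LOX up by 1.40 (adjusted p = 7.01e-12), and VEGFA at -0.70 (adjusted p = 5.80e-09) and DDIT4 at -0.42 (adjusted p = 0.0208) down. HIF1A has no named probe.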

In this work we report that miR-519 effects on cell growth are linked with transcriptomic programs related to cancer hallmarks such as the regulation of apoptosis and hypoxia pathways, in the fashion of what we observed with HuR activity (43).

In meningioma, one additional question concerns the upstream mechanisms leading to the downregulation of both miR-16 and miR-519. Chromosomal deletions at 13q14 have been linked to miR-16 downregulation in several hematological malignancies (66, 72). DNA methylation may also participate in the inhibition of certain miR-related gene transcription (73). For example, our group recently described methylation of miR-16-linked regulatory regions as being strongly correlated with proliferation markers and indices (61). It remains unclear, however, what causes the downregulation of miR-519 in meningiomas. Despite lacking a complete understanding of the transcriptional regulation of miR-16 and miR-519 and of their downstream effects, we investigated possible prognostic values of these miRs in meningiomas by searching for correlations between miR expression, WHO histological grade, and progression-free survival. We found no such correlation. Possible explanations include that these miRs participate in tumor formation during early stages, and that their expression levels, albeit high in normal tissue, decrease in tumors to levels close to the detection limit of the chosen assay method and are therefore difficult to quantify reliably. In other types of cancers, evidence suggests that miR-16 may be of prognostic value. For example, in colorectal cancer, the 5-year overall survival rate was significantly reduced for patients with lower miR-16 expression (67, 74). Also, in investigated T lymphoblastic lymphoma/acute lymphoblastic leukemia (T-LBL/ALL) lymph node samples, authors found evidence of improved overall 1-year survival rate for patients with higher miR-16 expression levels (75).

The use of chemotherapy as an additional treatment for patients with recurrent meningioma was considered by Balik et al. The authors showed that *in vitro* chemosensitivity was most effectively obtained with cisplatin (76), which was shown to inhibit cell proliferation *via* upregulation of miR-16 in neuroblastoma both *in vivo* and *in vitro* (77). Additionally, therapeutic applications of miRs represent a novel strategy to influence clinical outcomes in cancer patients. Fujita et al. reviewed the recent trials on small RNAs, focusing on the modulation of miR levels (18). Reid et al. demonstrated that the restoration of miR-16 levels results in inhibition of growth in malignant pleural mesothelioma *in vitro* and improves antimetabolite drug sensitivity, justifying the onset of phase I clinical trials (“MesomiR-1”, ClinicalTrials.gov identifier: NCT02369198) (60, 78). Here, we showed that miR-16 is an interesting candidate for miR replacement therapy in meningioma. Indeed, miR-16 experimental overexpression resulted in a significant decrease of cell growth, both in the anaplastic IOMM-Lee cell line and in the benign meningioma Ben-Men-1 cell line, showing significant effects on the cell cycle. We found that the inhibition of cell growth by miR-16 mimic is dose-dependent, this important pharmacologic property reinforcing its attractivity for therapeutic purpose. These first pre-clinical results need now to be validated with *in vivo* experimental studies. Similar to “TargomiRs”, which showed interesting preliminary results in mesothelioma (78), this miR could be specifically addressed to meningioma tumor cells through vectors loaded with miR-16 mimics and targeted to receptors specifically expressed by meningioma cells (e.g., SSTR2).

Some authors have argued about the meningothelial origin of IOMM-Lee cells and whether it can be considered a realistic model of meningioma (49, 79). While these cells demonstrate specific features of malignancy, here we make extensive use of this cell line and by doing so reviewed its molecular relevance as a high-grade anaplastic cell line. 

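Of 7 measured meningioma genes named in the paper, 5 rose and 0 fell with each mimic. NF2, the tumour suppressor most often lost in meningioma, rose by 0.63 (SE 0.05, adjusted p = 3.84e-09) with miR-16 and 0.40 (SE 0.05, adjusted p = 7.44e-06) with miR-519. The growth factor receptor EGFR rose by 0.31 (adjusted p = 8.73e-07) and 0.16 (adjusted p = 0.00329), the transcription factors STAT3 by 0.33 (adjusted p = 2.52e-06) and 0.21 (adjusted p = 0.00112) and ETV6 by 0.48 (adjusted p = 1.37e-05) and 0.28 (adjusted p = 0.00698), and MN1 by 0.27 (adjusted p = 0.0334) and 0.45 (adjusted p = 0.000988) in limma, the former lost under 12 alternatives. With the values as deposited, limma called EGFR with neither mimic (adjusted p = 0.148 and 0.259) and STAT3 not with miR-519 (adjusted p = 0.0732). Adjusted over the list alone, 5 rose and 1 fell with each. The list rose as a whole with miR-16 (median 0.307, camera adjusted p = 0.022, and 0.228 with an estimated correlation) and miR-519 (median 0.211, camera adjusted p = 0.0385, and 0.25 with an estimated correlation). The call with miR-519 was also lost with the values as deposited (camera adjusted p = 0.0521) and without miR-519 array 5 (0.0579), control 5 (0.0514) or control 6 (0.0621). The study chose its genes on these samples, so this is no independent evidence. The other genes that the text names beside these have no named probe and were not analysed here.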

Apart for the fact that we needed a fully compatible model to link and overlap our results with what we previously validated on HuR and hypoxia, we persistently uncovered dysregulated meningioma signature genes, such as *CDKN1A*, *HIF1A*, *EGFR*, *MUC1 (*EMA*)*, *NRAS*, *MMP2*, *STAT3*, *ETV6*, *MN1*, *ERCC2*, *MDM2*, *NF2* and *TP53*, some of them well known to be often associated together in meningioma. In our opinion, the upregulation of many of these genes with the miR-mimics or HuR knockdown demonstrate a profile correlating with that of well-differentiated meningiomas. Furthermore, expression of proteins like SSTR2A (somatostatin receptor 2A), EMA (epithelial membrane antigen, *MUC1* gene) and PR (progesterone receptor) is known to fit with meningioma diagnosis. Indeed, the transcriptomes of IOMM-Lee cell line, whether in control, miR-mimic or siHuR, showed expression of respective corresponding genes *SSTR2*, *MUC1* and *PGR* above the median level, with levels more than 2-fold higher basal expression in every samples.

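In all 18 arrays the intensity of SSTR2 and of PGR lay below the median of all probes of the array (0 of 18 above it for each gene). SSTR2 stood at 0.75 to 0.904 of that median, between percentiles 23.2 and 41.3, with 0.864 ± 0.0265 (SD) in the controls, 0.839 ± 0.056 with miR-16 and 0.837 ± 0.038 with miR-519 (n = 6 each). PGR stood at 0.666 to 0.829, between percentiles 17.4 and 35.5, with 0.797 ± 0.0241, 0.744 ± 0.047 and 0.723 ± 0.0294. Neither was called with a mimic in limma: SSTR2 stood at -0.04 (adjusted p = 0.674) with miR-16 and -0.03 (adjusted p = 0.837) with miR-519, and PGR at -0.10 (adjusted p = 0.0946) and -0.11 (adjusted p = 0.0969). The level of a probe depends on its own affinity and on background light, so its rank within an array is a weak measure of how much transcript is present. MUC1 has no named probe.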

In conclusion, the present study provides the first evidence for the downregulation of both miR-16 and miR-519 in human meningioma. We show that the overexpression of these two miRs can independently inhibit meningioma cell growth. The data from the dose-response experiments reported here indicate that miR-16 exerts strong inhibitory effects against cell growth. We also uncover a highly specific transcriptomic signature of miR-16/miR-519-dysregulated genes, enriched in cell cycle genes and HuR targets, and confirmed on external datasets of human meningiomas, suggesting that the putative tumor suppressor effect of these miRs is mediated, at least in part, *via* HuR direct or indirect inhibition.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE98848 (produced in this work), GSE95212, GSE85135, GSE126563, GSE50641, GSE74385, GSE88721.

## Ethics statement

The studies involving human participants were reviewed and approved by Institutional Review Board DC2008-459. The patients/participants provided their written informed consent to participate in this study.

## Author contributions

Conceptualization, SH, J-LG, J-MV, S-FB-H and GG; Data curation, J-MC; Formal analysis, SH, J-MC and GG; Funding acquisition, J-LG and GG; Investigation, DH, FR, LV, SH and GG; Methodology, SH, AO, DH, FR, LV, S-FB-H and GG; Project administration, J-LG and GG; Software, SH, AO and RH; Supervision, S-FB-H and GG; Writing – original draft, SH, J-MC, AO and GG; Writing – review & editing, SH, RH, J-MV, S-FB-H and GG. All authors contributed to the article and approved the submitted version.

# Supplementary material for: MicroRNAs miR-16 and miR-519 control meningioma cell proliferation via overlapping transcriptomic programs shared with the RNA-binding protein HuR
**Source:** Front Oncol. 2023 Aug 2;13:1158773. doi: 10.3389/fonc.2023.1158773
**Supplement:** Supplementary file 1

*Supplementary Material*

**MiR-16 and MiR-519 Suppress Tumor Cell Proliferation in  
Meningiomas via HuR Inhibition**

**Sébastien Hergalant\*, Jean-Matthieu Casse, Abderrahim Oussalah, Rémi Houlgatte, Déborah Helle, Fabien Rech, Laurent Vallar, Jean-Louis Guéant, Jean-Michel Vignaud, Shyue-Fang Battaglia-Hsu and Guillaume Gauchotte\***

## Supplementary Figures

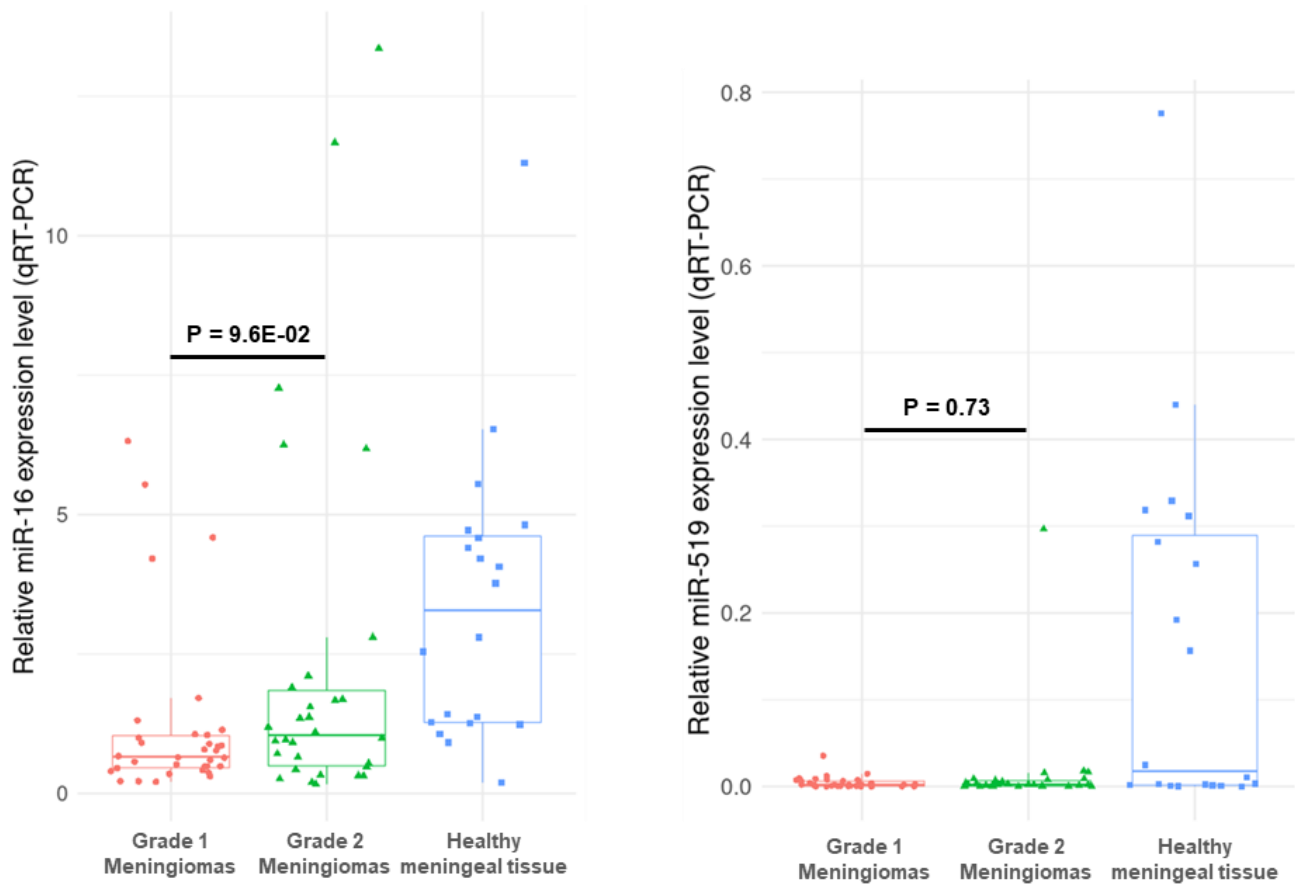

**Supplementary Figure S1.** MiR-16 and miR-519 expression levels in human meningioma and healthy meningeal tissues. Quantitative reverse transcriptase polymerase chain reaction (qRT-PCR) analysis of miR-16 (A) and miR-519 (B) expression in human meningiomas (grade 1:  $n = 30$ ; grade 2:  $n = 34$ ) and non-tumoral tissue ( $n = 20$ ). Boxplot (minimum, first quartile, median, third quartile, and maximum) with individual scatterplots. Wilcoxon Mann-Whitney U-tests.

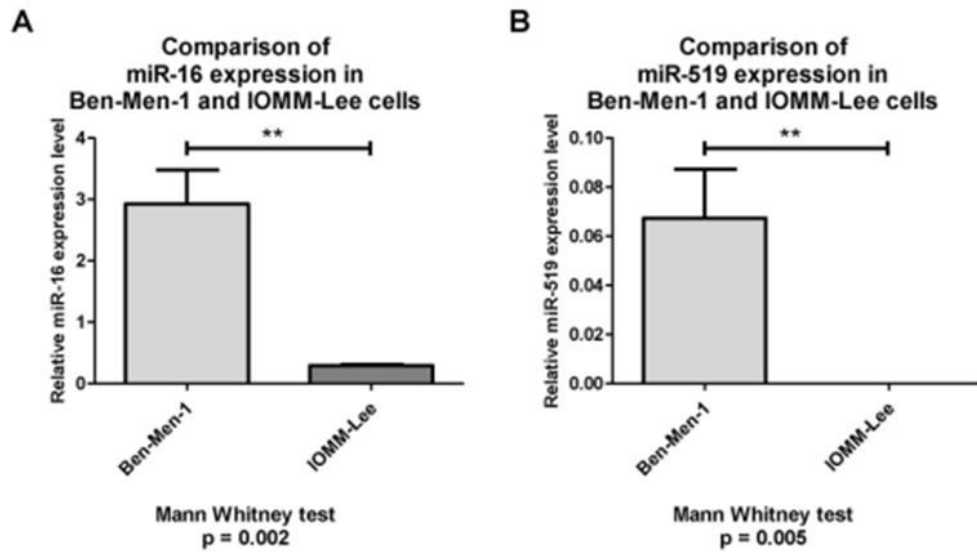

**Supplementary Figure S2.** Comparison of basal expression level of miR-16 and miR-519 between the human benign meningioma immortalized Ben-Men-1 cell line and the human anaplastic meningioma IOMM-Lee cell line, showing a significantly lower expression of miR-16 (A) and miR-519 (B) in the IOMM-Lee cells (qRT-PCR; n=6).

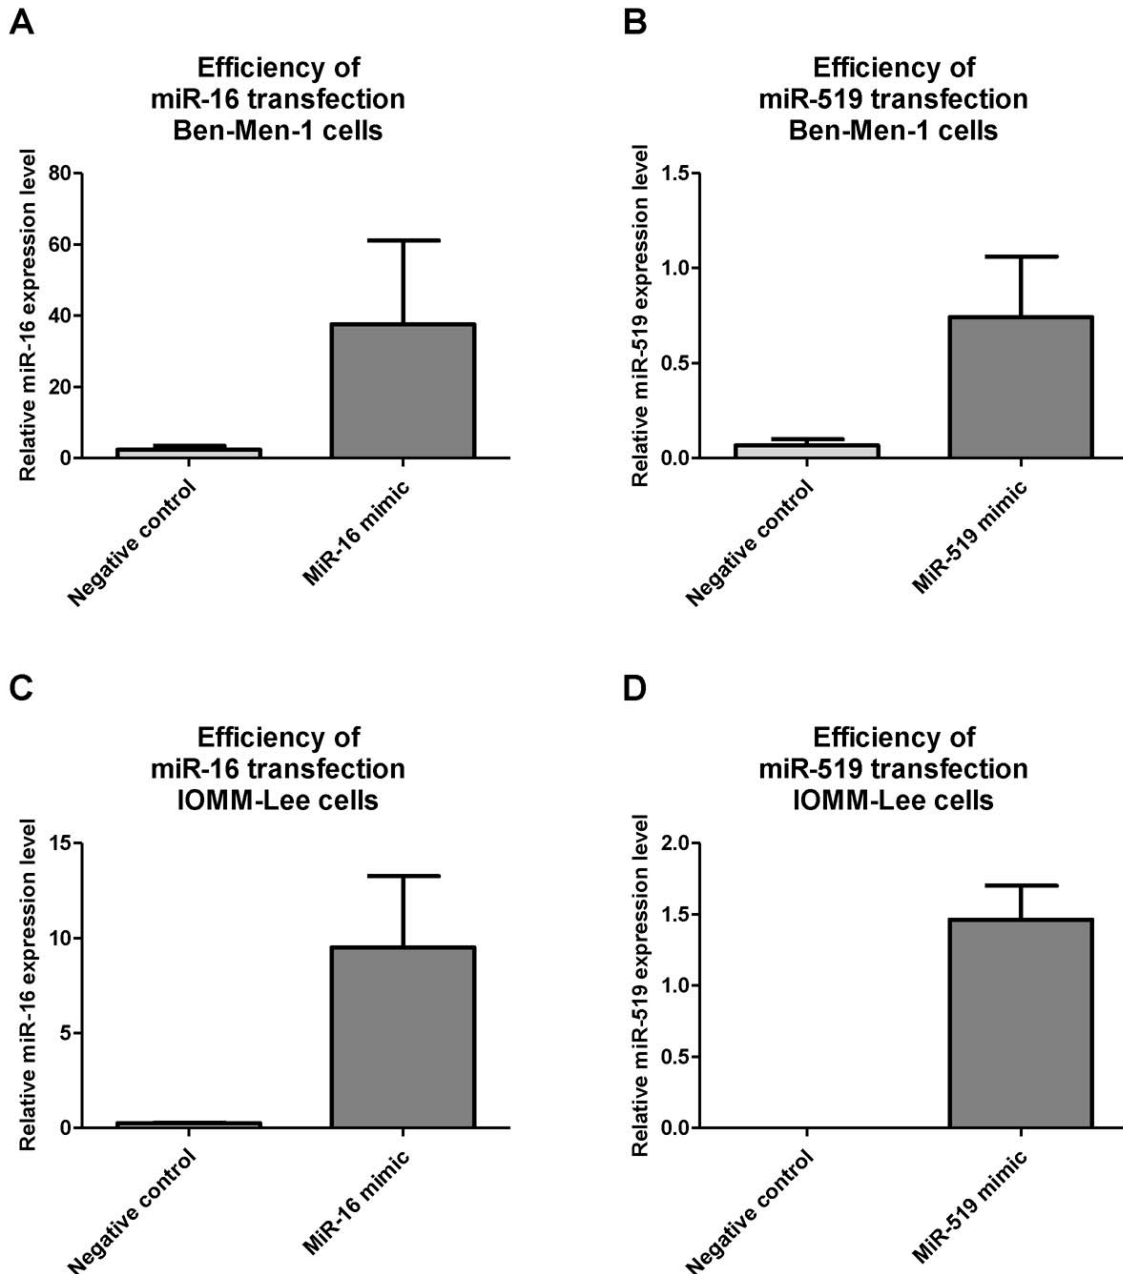

**Supplementary Figure S3.** Efficiency of miR mimics transfection evaluated by qRT-PCR against miR-mimic negative controls. (A) Transfection of hsa-miR16 mimic in Ben-Men-1 cell line. (B) Transfection of hsa-miR519 mimic in Ben-Men-1 cell line. (C) Transfection of hsa-miR16 mimic, IOMM-Lee cell line. (D) Transfection of hsa-miR519 mimic in IOMM-Lee cell line (n=3).

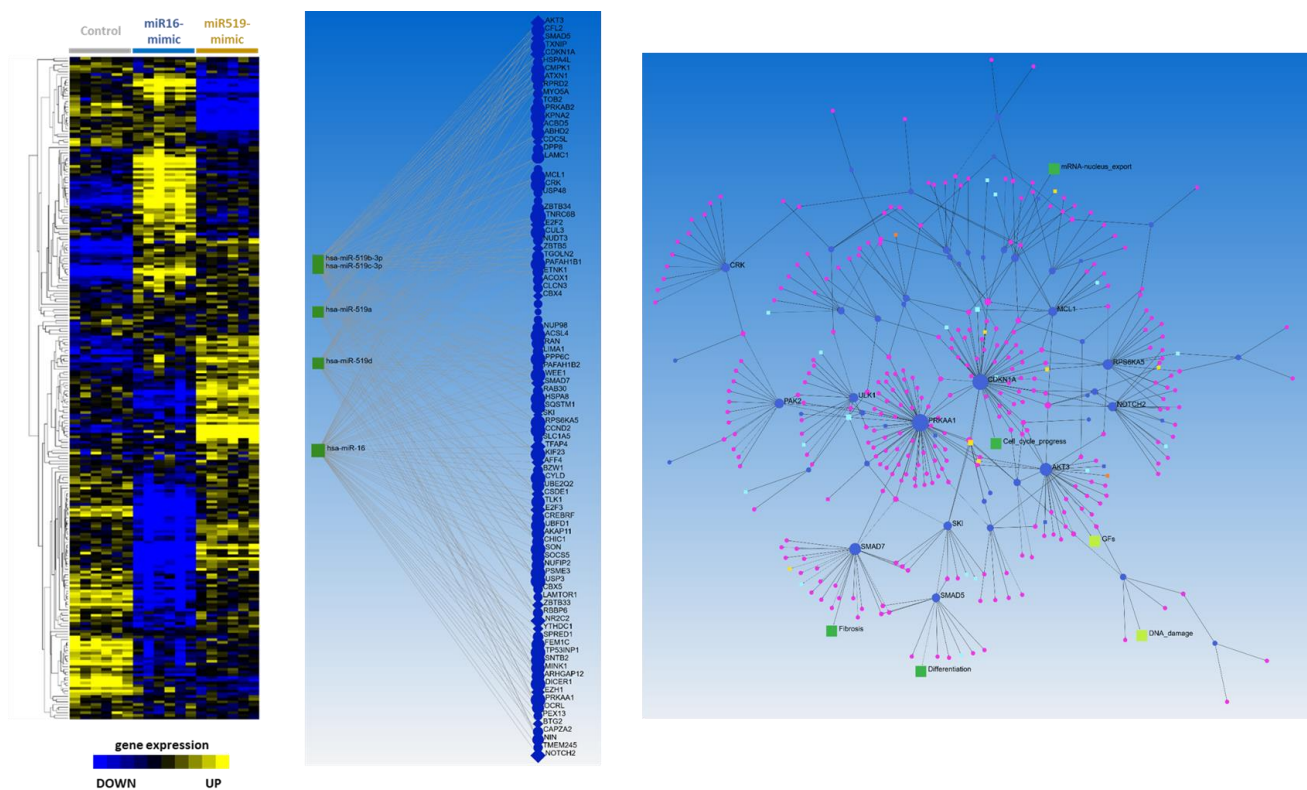

**Supplementary Figure S4.** Gene signature identified with miR-16 and miR-519 transcriptomics. Left panel: Hierarchical clustering heat map of the 208 genes from the five differential clusters (c1 to c5) further reduced to mir-16, miR-519 overlapping targets. The highly differential and correlative structure is representative of the five clusters. Middle panel: miR network of shared targets of miR-16 and miR-519. Squares: miRs, losanges: transcription factors / transcriptional regulators; circle: other targets). Shape size is proportionally linked with the number of shared miRs. Right panel: Signaling network reconstructed with the 208-gene signature identified with miR-16 and miR-519 transcriptomics. Circles (pink and blue): gene targets, blue squares: chemicals, green squares (light and dark): stimuli and phenotypes (ontologies), turquoise and yellow squares: protein complexes and families, orange squares: other small molecules. Networks were constructed with NetworkAnalyst (<https://www.networkanalyst.ca/>).

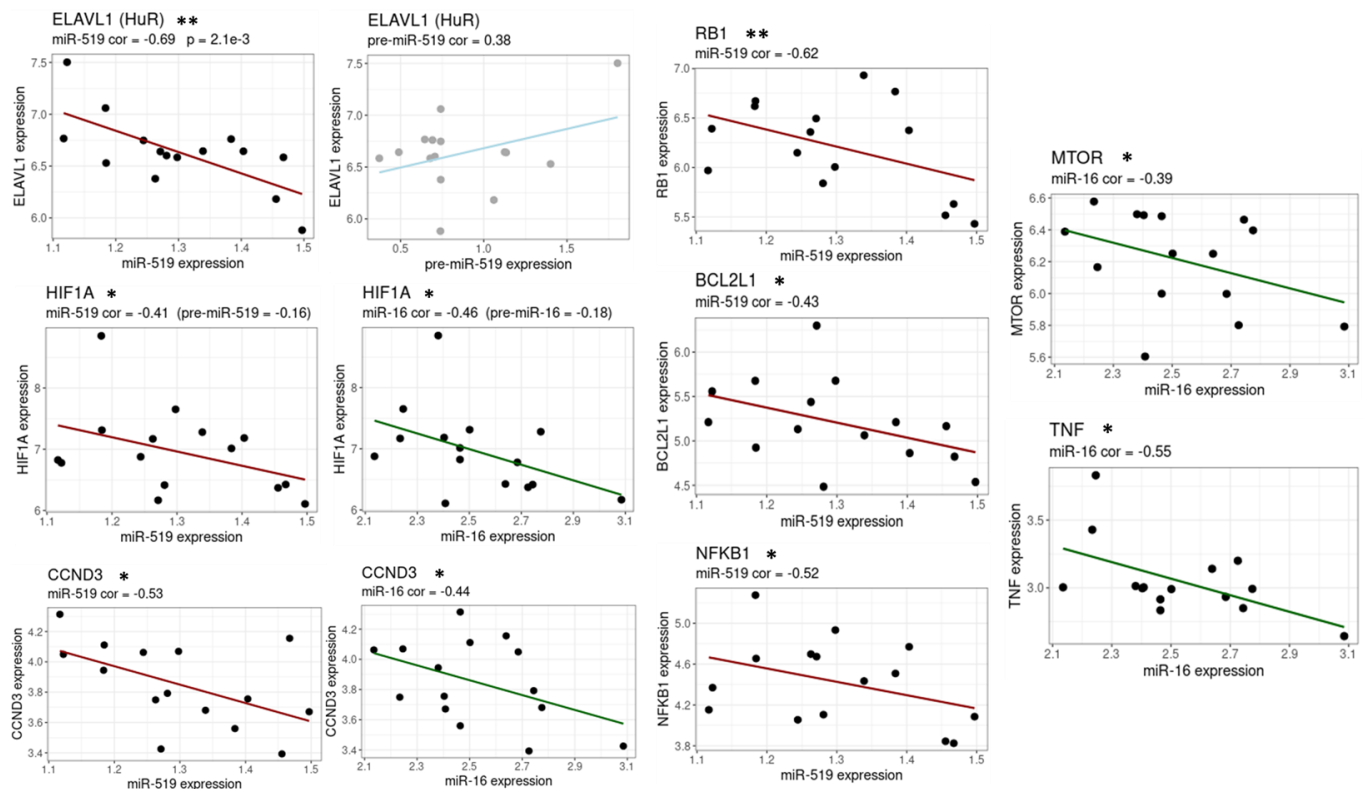

**Supplementary Figure S5.** Validation of main transcriptomic results through the integration of meningioma patient transcriptomes and corresponding microRNA microarrays (public dataset GSE88721 from Dalan et al, 2017; PMID: 28327132; <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE88721>). Hallmark genes from the original 5-cluster transcriptomic signature, the meningioma signature and proposed progression markers are tested against candidate miR-16 and miR-519 and preprocessed pre-miR-16 and pre-miR519 (Pearson's correlations; \*  $p < 0.05$ ; \*\*  $p < 0.01$ ), including direct miR-16 and/or miR-519 target RNAs. Patient samples include diverse histological subtypes (including one healthy meninges) and meningioma grades 1 and 2. Expression levels are normalized against background and log2-transformed.

How the deposited data were processed for this re-analysis (not part of the article)

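RNA from 18 samples of IOMM-Lee cells was measured on Affymetrix Human Gene ST arrays, 1 array per sample: 6 samples with the miR-16 mimic, 6 with the miR-519 mimic and 6 with the negative control mimic, each 72 h after transfection and from 100 ng of RNA. The deposited table has a column for each of these arrays and no others (0 unused columns). No arrays were identical (0 identical pairs, highest correlation between arrays 0.9946).

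The authors extracted the values from the scans with the R package oligo (RMA summarization), without background correction or normalization, and removed control probes. The deposited values are intensities on the linear scale. Their median per array ran from 47.9 to 63.2 in the controls, 49.5 to 82.2 with miR-16 and 58.3 to 69.7 with miR-519, which shows that the arrays had not been scaled to each other. The scans themselves were not processed again.

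The table holds as many probes as the paper gives. In the annotation available here, 15835 probes carry 1 symbol, 0 carry several and 28794 carry none. The symbols name 14812 genes (11911 protein coding, 1022 microRNAs), and 651 genes have more than 1 probe. A gene was named only where its symbol stands in that annotation, and never from its identifier or its place in the table. A gene with more than 1 probe was represented by the probe with the highest mean.

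Values were put on the log2 scale (base 2) and each array was normalized to the median profile of the 18 arrays with a LOWESS curve of span 0.4, in R 4.3.3. Probes were not filtered. limma 3.58.1 fitted a linear model with 3 groups and empirical Bayes variances to the 18 arrays, for miR-16 against control, miR-519 against control and miR-16 against miR-519. A probe was called at a Benjamini-Hochberg adjusted p under 0.05, and over 2-fold where the log2 change also exceeded 1 in size. The test was tried on simulated data with this number of arrays and, for each probe, the same spread in all 3 groups. Of 66 probes given a change of 0.5 on the log2 scale, it called 95.5% for miR-16 and 98.5% for miR-519. Of 67 given a change of 1.2 it called 100% and 98.5%, and of the unchanged probes 0.0203% and 0.0225%. In the data some genes spread unequally (SD of the mitosis mean 0.928 with miR-16, 0.0414 with miR-519, 0.0193 in controls). For such genes these shares may not hold.

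Gene lists were written from textbook knowledge before the data were examined, as were the comparisons, the thresholds and the alternatives, except for those called later additions here and in the closing section. The lists cover the pre-replicative complex, DNA synthesis, mitosis, G1/S regulators, the DREAM complex, p53 targets, the spliceosome, TNF and NF-kB response, interferon response, hypoxia, extracellular matrix and TGF-beta, apoptosis regulators, cholesterol synthesis, autophagy and lysosome, cilium assembly, the unfolded protein response, microRNA machinery, established miR-16 targets, HuR targets, immune, endothelial, neural and glial, and epithelial markers. A list of histone genes had 0 named members on the array and was not tested. Further lists, also written before the data were examined, hold the miR-519 targets and the meningioma, signature and progression genes that the paper names. Lists with at least 3 measured genes were tested with camera at an inter-gene correlation of 0.01 and again with the correlation estimated for each list, with p-values adjusted over the lists. Members were counted at the adjusted p of all probes and also adjusted over the list alone. Mean values per array were compared with an exact two-sided permutation test over 924 arrangements, whose smallest p is 0.00216.

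Arrays were compared on values centred on the median of each probe, with uncentred correlation, average linkage and principal components. Genes were clustered with the same metric and linkage and a distance of 0.2 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, figures with matplotlib 3.10.9), and clusters of at least 100 probes were kept. The probes were also sorted into classes by their limma calls in the directions that the paper gives for C1 to C5. The random seed was 20230802.

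Alternatives were quantile normalization, the values as deposited, only probes above the median, only probes with 1 symbol, only the 12 arrays compared, the replicate number as a block, array weights, an intensity trend with robust variances, the mean of the probes of a gene, a fold of 1.5, treat against a fold of 1.5, fry, tree distances of 0.3 and 0.4, controls divided between the mimics, the methods' test on class means, and each array left out in turn. Later additions were a background correction (normexp, offset 50), a LOWESS span of 2/3, principal components with unit variance, camera with an estimated correlation in the fit to 12 arrays, and lists of YAP and TEAD targets and of SRF and MRTF targets. ELAVL1, CDKN1A and other genes without a named probe, sites of the microRNAs in transcripts, protein and cell growth measurements, and the tumour data sets of other studies were left out.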

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

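The tests of arrays by other groupings, of the shared controls and of the YAP and SRF target lists were set before their results were seen. The tests of the mitosis spread and of MIR424 and MIR503 were chosen after these patterns had been seen.

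Chance does not explain the number of called probes. Over 100 divisions of the same arrays with the real grouping among them, 1 reached the real number of calls in each case, the real grouping itself: 9366 probes for miR-16 against control (highest other 4680), 535 over 2-fold (232), 6374 for miR-519 against control (978), 159 over 2-fold (56), and 9498 between the mimics (4168).

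The miR-16 arrays spread widely in the fall of the mitosis genes (SD 0.928, controls 0.0193). On the first principal component, arrays 1, 2 and 4 (47.1, 37.8 and 43.5) lay apart from arrays 3, 5 and 6 (22.6, 21.0 and 20.1). A mean ± SD over the 6 arrays may therefore describe neither set. Brightness of the array was excluded as the cause, since arrays 1 and 5, the closest in median intensity (57.2 and 56.5), differed by 1.92 of a range of 1.94. Normalization was excluded, since the SD of the miR-16 arrays stayed at 8.59 times that of the controls with the values as deposited and 50.5 times after quantile normalization (48 in the analysis above). An uneven response to the mimic as a whole was left open, since the SD as a percent of the mean change was 55.2% for mitosis and, among the 14 other lists that camera called, lay from 12.7% to 45.9%: 45.9% for signature genes, 44.6% for DNA synthesis, 42.9% for the pre-replicative complex, 42.7% for the spliceosome, 42.1% for DREAM, 39.3% for HuR targets, 36.4% for interferon, 32.3% for G1/S and 31.8% for meningioma genes, but 21.4% for p53 targets, 19.4% for miR-16 targets, 18.6% for cholesterol, 13.6% for matrix and 12.7% for autophagy. No biological cause was tested.

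MIR424 and MIR503, precursors of relatives of miR-16, rose with miR-519 by 2.03 (SE 0.07, adjusted p = 2.27e-15) and 1.74 (SE 0.06, adjusted p = 1.13e-15) in limma, which the main text of the paper does not mention, while MIR450A1, MIR450A2, MIR450B and MIR542 beside them rose by 0.30, 0.23, 0.23 and 0.23. Binding of the transfected RNA to microRNA probes was excluded as a general cause, since the precursors of the mimics themselves did not rise (highest change 0.0633 for MIR519A1, SE 0.0769, with MIR519A2 at -0.138, MIR16-1 at -0.182 and MIR16-2 at -0.102). Under miR-519 the 17 established targets of miR-16 had a median of 0.0698 (bootstrap 95% interval -0.139 to 0.193 over 10000 resamples). The fall looked for, -0.158, was set from their median of -0.475 with miR-16. It lies outside this interval, which argues against such a fall of the list as a whole. Single targets moved both ways (3 down and 4 up), so whether these microRNAs lowered some of them could not be told. The probes lie on precursors, so mature microRNA may not have risen.

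Spread between the shared control arrays does not explain the genes over 2-fold up in both mimics. In the median, 44.5 probes stayed up in both when each mimic had its own 3 controls. All controls received the same negative control mimic, so this division cannot show whether that mimic itself moved these genes. As ANKRD1 and CCN2 are targets of YAP and TAGLN and TPM1 of SRF, members of these lists whose values had not been seen were tested. Both lists rose with miR-16 (camera adjusted p = 0.00434 each, 0.0913 and 0.0772 with an estimated correlation), and neither was called with miR-519 (camera adjusted p = 0.337 each), where 6 of 10 YAP and TEAD targets rose and 4 fell (AXL, DOCK5, FJX1 and FOXF2, median 0.259), and 4 of 12 SRF and MRTF targets rose and 2 fell (TPM4 and FHL2, median 0.00939). With the genes that prompted the test included, camera called both up with miR-519 (8 of 12 up and 4 down, adjusted p = 0.00391, and 6 of 14 up and 2 down, adjusted p = 0.0112, but 0.118 and 0.113 with an estimated correlation). The rule set beforehand counted a missed threshold in either mimic against these targets, but a missed threshold with members going both ways excludes nothing, so a part for YAP or SRF was left open.

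Large changes in genes that the paper does not discuss were ANKRD1 (4.00 with miR-16 and 6.16 with miR-519), EDN1 (3.72) and THBS1 (3.11) with miR-16, and MAMDC2 (3.43), LAPTM5 (3.13), MIR424 (2.03) and MIR503 (1.74) with miR-519, on the log2 scale.

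Single arrays stood apart from their group in 12 of 347 groups of values tested, where 17.4 would by chance (the gap to the next array as a share of the range of the group). It was 0.756 of the range for PCNA in control 5, 0.862 for LIN9 and 0.766 for MN1 in control 2, 0.825 for BNIP3L and 0.802 for CCL2 in control 4, 0.773 for PLK2, 0.648 for RIGI and 0.749 for HMGCS1 in miR-16 array 2, 0.655 for ECSCR in miR-519 array 4, 0.711 for RELA in miR-519 array 6, 0.818 for MIR519A2 in miR-519 array 3, and 0.645 for the DNA synthesis list in control 5. The cause was not tested.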

How the results depend on the processing

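The unit variance, background and LOWESS span alternatives and the estimated correlation for 12 arrays were chosen after results had been seen, and the rest before. The class means kept their side with the methods' test.

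Counts moved with the probes and the threshold. With only 1-symbol probes, limma called 5532 (miR-16), 3915 (miR-519) and 5599 (between the mimics), 318 and 93 over 2-fold, and 29 up in both. As deposited the calls were 4526, 2661 and 4423. A fold of 1.5 gave 1748 and 717, with 220 up in both, and treat gave 262 for miR-519. The first component carried 18.1% with unit variance. Leaving out arrays in turn gave 8680 to 9431, 5667 to 6665, 8831 to 9496, 473 to 576, 152 to 164 and 42 to 49 up in both. The 2 named genes down in both became 30 at a fold of 1.5, 1 as deposited, with array weights, the mean of the probes of a gene, normexp, a span of 2/3 or without miR-16 array 4 or 6 or control 1, 3 or 4, and 3 without miR-519 array 3 or 6 or control 6.

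With the correlation estimated, camera no longer called lists that it called before: with miR-16, mitosis -1.81 (adjusted p = 0.275), pre-replicative complex -1.27 (0.228), DREAM -0.548 (0.328), established miR-16 targets -0.475 (0.0895), p53 targets 0.412 (0.0895), matrix 0.922 (0.0895), autophagy 0.348 (0.0571) and meningioma genes 0.307 (0.228), and with miR-519, matrix 0.508 (0.2), autophagy 0.109 (0.228), cilium -0.164 (0.146) and meningioma genes 0.211 (0.25). The p53 targets stayed called with miR-519. With fry of limma, lists were called that camera did not call: with miR-16, TNF -0.0449 (adjusted p = 0.0113), apoptosis 0.0968 (0.000562), cilium 0.0777 (0.00766), neural and glial -0.0693 (0.00474), immune 0.0409 (0.0075), microRNA machinery -0.0417 (0.0403) and miR-519 targets -0.347 (1.84e-05), and with miR-519, TNF 0.0257 (0.000562), apoptosis 0.0743 (0.011), hypoxia 0.0369 (0.000604), unfolded protein response 0.0218 (0.014) and miR-519 targets -0.202 (0.0113).

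With miR-519, the mitosis and pre-replicative lists fell in camera when the 12 arrays compared were fitted alone (-0.202, adjusted p = 4.09e-07, and -0.0711, adjusted p = 0.0145, but 0.111 and 0.363 with the correlation estimated) and were called relative to other genes as deposited, where the median of all probes moved by 0.115 (-0.12, adjusted p = 4.81e-05, and 0.00808, adjusted p = 0.00127). As deposited, camera called hypoxia (0.12, adjusted p = 0.0456) and not the meningioma genes (0.287, adjusted p = 0.0521). The cause was not tested.

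The DREAM list with miR-16 was lost in camera with only probes above the median (-0.548, adjusted p = 0.0906), with the replicate block (-0.548, adjusted p = 0.0539), and without miR-16 array 2 (-0.512, adjusted p = 0.0543), miR-16 array 4 (-0.502, adjusted p = 0.0508) or control 6 (-0.558, adjusted p = 0.0522), in a range of -0.588 to -0.502. The meningioma genes with miR-519 (0.195 to 0.228) were lost in camera without miR-519 array 5 (0.199, adjusted p = 0.0579), control 5 (0.198, adjusted p = 0.0514) or control 6 (0.195, adjusted p = 0.0621). The epithelial list with miR-519 was lost without miR-519 array 3 (0.0691, adjusted p = 0.0519), and the 3 named miR-519 targets were called with miR-16 without miR-16 array 5 (-0.37, adjusted p = 0.0455). No other of the lists tested gained or lost its camera call when an array was left out.

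Replicate numbers did not pair the arrays: deviations from the group means correlated by -0.144 to 0.138 between arrays of the same number, so pairing was not used. The block left 535 and 159 probes over 2-fold.

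Of 4489 alternative values of single genes, 4414 kept the call, 68 lost it, 7 gained it and 0 changed sides. CDC45 with miR-519 and MN1 with miR-16 were each lost under 12 alternatives, MYBL2 and DUT with miR-519 and MIR16-1 with miR-16 each under 10, and E2F1 with miR-519 under 4, single arrays left out among them. As deposited, E2F2, EGFR, PAK2, DUT, MN1 and MIR16-1 lost their call with miR-16, and BCL2, CCND2, CDC45, DUT, E2F1, EGFR, MYBL2, NFKB1, PAK2 and STAT3 with miR-519.

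Restricting seed sites to 8mers and changing the transcript were not run, as no transcript sequences were available, nor was ELAVL1.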

Differences from the paper's values

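The paper reports 2 unique genes that are down in miR-16 and up in miR-519. Here 0 named genes and 1 unnamed probe had that pattern. The alternatives in which this pattern was counted also gave 0 named genes, except a fold over 1.5, which gave 3. As only 1 probe in all had this pattern, missing names account for at most 1 of the 2 genes, and the difference was not resolved.

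The paper shows 5 gene clusters. The tree here, at the distance the methods give, held 12 clusters of at least 100 probes, and 13 at distances of 0.3 and 0.4. The methods say that the clusters separating the groups were extracted, and no rule for this choice is given, so which of the 12 correspond to the 5 was not settled.

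Fig. 4B shows about 18% of the variance on the first component and about 12% on the second, read by eye. Here the values were 45.2% and 20.4%, and 52.3% and 22.6% with only the probes above the median. Scaling each probe to unit variance, tried after these values had been seen, gave 18.1% and 12.3%, which is consistent with such a scaling in the paper.

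The paper states that SSTR2 and PGR lie above the median level in every sample, more than 2-fold. Both lay below the array's median of all probes in 18 of 18 arrays. The median of which values the paper used is not stated.

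The paper annotates C3, down in both mimics, with cilium development. The cilium list written here fell with miR-519 (13 of 28, 0 up) and with miR-16 had 11 up and 5 down. It places macroautophagy in C5, up in miR-16 and down in miR-519, while the autophagy and lysosome list here had 14 up and 1 down with miR-16 and 10 up and 0 down with miR-519. In the fit to the 12 miR-519 and control arrays, the lysosomal CTSD, NEU1 and LAMP2 and the autophagy genes SQSTM1 and ULK1 rose. The autophagy genes ATG5, ATG7, ATG12 and ATG16L1 were not called in that fit. The paper annotates C2 with TNF signalling and C4 with apoptosis and hypoxia, and camera called none of these 3 lists in either mimic, although genes in each of them rose. The lists differ from the annotation sets of the paper, whose cluster members were available only in part, and this was not resolved.

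The paper names CCND2 among the genes of its signature, and its text gives no direction for this gene. CCND2 was not called with miR-16 here and rose with miR-519, a call lost with the values as deposited (adjusted p = 0.12, limma), so no difference is shown.

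How close the other counts lie to the paper's counts of genes depends on the unit, probes or named genes. They were 535 probes (304 named genes) against 510, and 159 (87) against 152. For genes up in both they were 47 (28) against 35, and for genes down in both 3 (2) against 2. The match of 2 named genes down in both is not firm, as EGR1 lies at the 2-fold edge with miR-16 (7.71 to 6.71). Their count was 1 with the values as deposited, with array weights and with the mean of the probes of a gene.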

Other observations

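The lists here were written before the data were examined, the progression genes and miR-519 targets from those that the paper names. No test in this part was chosen after its result was seen.

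Genes of cholesterol synthesis rose with both mimics, and further with miR-519. Of 16 measured, 14 rose and 1 fell with miR-519 (14 and 1 adjusted over the list alone, median 0.627, camera adjusted p = 3.97e-14, and 0.0153 with an estimated correlation), such as HMGCS1 at 2.06 (SE 0.07, adjusted p = 1.50e-15), ACAT2 at 1.02 (adjusted p = 4.45e-11) and IDI1 at 0.95 (adjusted p = 2.42e-12) in limma. With miR-16, 8 rose and 1 fell (8 and 1 adjusted over the list alone, median 0.171, camera adjusted p = 0.00791, and 0.304 with an estimated correlation), with MSMO1 at 0.93 (adjusted p = 3.84e-09). Directly compared, 11 were lower with miR-16 than with miR-519 and 1 higher (median -0.466, camera adjusted p = 1.72e-06, and 0.11 with an estimated correlation). The main text of the paper does not mention this.

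Interferon genes rose with miR-16: 8 of 14 rose and 0 fell (12 and 0 adjusted over the list alone, median 0.444, camera adjusted p = 5.24e-05, and 0.228 with an estimated correlation), among them the RNA sensor RIGI at 1.11 (SE 0.12, adjusted p = 1.28e-07), the effector IFIT3 at 1.05 (SE 0.10, adjusted p = 2.06e-08) and IRF9 at 0.69 (adjusted p = 4.77e-09) in limma. With miR-519, 1 rose and 2 fell (1 and 2 adjusted over the list alone, median -0.0306, camera adjusted p = 0.272), RIGI at 0.37 (adjusted p = 0.0385) and IFI44 at -0.68 (adjusted p = 5.85e-06), and 11 were higher with miR-16 than with miR-519 and 0 lower (median 0.655, camera adjusted p = 3.84e-07, and 0.11 with an estimated correlation). Transfected RNA duplexes can set off this response, and all 3 groups received one.

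Spliceosome genes fell with miR-16, 19 of 26 with 0 up (21 and 1 adjusted over the list alone, median -0.34, camera adjusted p = 3.4e-07, and 0.228 with an estimated correlation), such as SNRPB at -0.73 (SE 0.09, adjusted p = 9.56e-07) and PRPF19 at -0.51 (adjusted p = 1.05e-08). With miR-519, 5 fell and 3 rose (5 and 4 adjusted over the list alone, median -0.0456, camera adjusted p = 0.271).

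Genes of the unfolded protein response moved both ways, with 3 of 10 up and 4 down with miR-16 (3 and 5 adjusted over the list alone, median -0.11, camera adjusted p = 0.802) and 2 up and 1 down with miR-519 (4 and 1 adjusted over the list alone, median 0.0218, camera adjusted p = 0.607). ASNS changed by -1.18 (adjusted p = 9.98e-08) and SEL1L by 0.83 (adjusted p = 2.68e-11) with miR-16. Of 6 genes of the microRNA machinery, 2 rose and 3 fell with miR-16 (2 and 3 adjusted over the list alone, median -0.0417, camera adjusted p = 0.667), TARBP2 at -0.32 (adjusted p = 7.44e-06), and 0 were called with miR-519 (0 adjusted over the list alone, median -0.0154, camera adjusted p = 0.804).

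Of 14 known HuR targets, 7 fell and 1 rose with miR-16 (7 and 1 adjusted over the list alone, median -0.121, camera adjusted p = 0.0227, and 0.228 with an estimated correlation), and 1 fell and 1 rose with miR-519 (1 and 1 adjusted over the list alone, and 3 and 1 in the fit to 12 arrays, median -0.0124, camera adjusted p = 0.499). Of the genes that fell with miR-16, CCNA2 and CCNB1 are also on the mitosis list, and CCNE1, VEGFA and BCL2 on the list of established miR-16 targets. The call of the HuR list with miR-16 therefore cannot be told apart from the fall of those lists. ELAVL1, which encodes HuR, has no named probe.

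Few markers of other cells were called. With miR-16, 1 of 6 immune genes rose (1 adjusted over the list alone, camera adjusted p = 0.477), CD68 at 0.45 (adjusted p = 2.61e-05), and with miR-519 CD68 fell (-0.71, adjusted p = 1.10e-07, list adjusted p = 0.8). No endothelial gene of 5 was called (camera adjusted p = 0.829 and 0.986) and no neural or glial gene of 6 (0.522 and 0.868). Of 8 epithelial genes, 0 were called with miR-16 (camera adjusted p = 0.826) and 2 rose with miR-519 (2 adjusted over the list alone, median 0.0621, camera adjusted p = 0.0295, and 0.145 with an estimated correlation or 0.0519 without miR-519 array 3), KRT18 at 1.26 (SE 0.05, adjusted p = 6.45e-15) and CLDN4 at 0.31 (adjusted p = 0.00113). The mean of the epithelial list per array went from -0.0272 ± 0.028 (SD) to 0.218 ± 0.0338 with miR-519 (exact permutation test, n = 6, p = 0.00216, the smallest it can give).

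Of 9 progression genes that the paper names, 4 rose and 2 fell with miR-16 (4 and 3 adjusted over the list alone, median -0.0646, camera adjusted p = 0.956) and 3 rose and 2 fell with miR-519 (3 and 2 adjusted over the list alone, median -0.0253, camera adjusted p = 0.986). They were chosen by the study and are no independent evidence.

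The paper cites proteins that miR-519 repressed in tumor cells. The arrays measured the mRNA of some of their genes, which does not test the protein levels. With miR-519 these mRNA changes were small and negative. DUT changed by -0.20 (adjusted p = 0.0425), a call lost under 10 alternatives, among them the replicate block (adjusted p = 0.0809), EXO1 by -0.24 (adjusted p = 0.612) and ORAI1 by -0.17 (adjusted p = 0.0839) in limma. EXO1 was called down in a fit to the 12 miR-519 and control arrays alone (adjusted p = 0.00191). With miR-16, DUT (not called with the values as deposited, adjusted p = 0.0545) and EXO1 changed by -0.35 (adjusted p = 0.000282) and -1.66 (adjusted p = 2.05e-06), and ORAI1 by -0.10 (adjusted p = 0.333).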
